# Boosting ATM activity alleviates aging and extends lifespan in a mouse model of progeria

**DOI:** 10.7554/eLife.34836

**Published:** 2018-05-02

**Authors:** Minxian Qian, Zuojun Liu, Linyuan Peng, Xiaolong Tang, Fanbiao Meng, Ying Ao, Mingyan Zhou, Ming Wang, Xinyue Cao, Baoming Qin, Zimei Wang, Zhongjun Zhou, Guangming Wang, Zhengliang Gao, Jun Xu, Baohua Liu

**Keywords:** ATM, SIRT6, genome stability, ageing, Mouse

## Abstract

DNA damage accumulates with age (Lombard et al., 2005). However, whether and how robust DNA repair machinery promotes longevity is elusive. Here, we demonstrate that ATM-centered DNA damage response (DDR) progressively declines with senescence and age, while low dose of chloroquine (CQ) activates ATM, promotes DNA damage clearance, rescues age-related metabolic shift, and prolongs replicative lifespan. Molecularly, ATM phosphorylates SIRT6 deacetylase and thus prevents MDM2-mediated ubiquitination and proteasomal degradation. Extra copies of *Sirt6* extend lifespan in *Atm-/-* mice, with restored metabolic homeostasis. Moreover, the treatment with CQ remarkably extends lifespan of *Caenorhabditis elegans*, but not the *ATM-1* mutants. In a progeria mouse model with low DNA repair capacity, long-term administration of CQ ameliorates premature aging features and extends lifespan. Thus, our data highlights a pro-longevity role of ATM, for the first time establishing direct causal links between robust DNA repair machinery and longevity, and providing therapeutic strategy for progeria and age-related metabolic diseases.

## eLife digest

As cells live and divide, their genetic material gets damaged. The DNA damage response is a network of proteins that monitor, recognize and fix the damage, which is also called DNA lesions. For example, an enzyme called ATM senses when DNA is broken and then begins a process that will get it repaired, while another enzyme known as SIRT6 participates in the actual mending process.

When organisms get older, the repair machinery becomes less efficient, and the number of DNA lesions and errors increases. The accumulation of DNA damage may cause the ‘symptoms’ of old age – from cancer, to wrinkles and the slowing down of the body’s chemical processes. In fact, individuals with defective ATMs (who thus struggle to repair their DNA) age abnormally fast; conversely, SIRT6 promotes longevity. If declining repair mechanisms cause aging, would boosting the DNA damage response slow down this process?

Chloroquine is a drug used to combat malaria, but it can also enhance the activity of ATM without damaging DNA. Qian, Liu et al. show that chloroquine helps cells remove broken DNA and keep dividing for longer. In animals, the drug increases the lifespan of worms and prolongs the lives of mice who have mutations that make them age quicker.

Qian, Liu et al. also demonstrate that ATM works by chemically altering the pro-longevity enzyme SIRT6. These changes make SIRT6 more stable, and keep it safe from cellular processes that destroy it. In addition, mice that are genetically engineered to lack ATM can survive for longer if they also produce extra SIRT6. These experiments show that enhancing the DNA damage response can slow down aging, thus linking the DNA repair machinery to longevity.

Progeria is a group of rare genetic conditions with inefficient DNA repair; people with progeria age fast and die young. The results by Qian, Liu et al., if confirmed in humans, could provide a new way of treating these diseases.

## Introduction

A variety of metabolic insults can generate DNA lesions in mammalian cells, which, if incorrectly repaired, can lead to somatic mutations and cell transformation (Vijg, 2014). If unrepaired, such lesions can accumulate and constantly activate the DNA damage response (DDR), a unique feature and mechanism of senescence (Halliwell and Whiteman, 2004; Tanaka et al., 2006). Ataxia telangiectasia mutated (ATM), a serine/threonine protein kinase, is one of the key regulators of DDR (Guleria and Chandna, 2016). Upon DNA damage, self-activated ATM phosphorylates downstream transducers and effectors, promoting DNA repair (Bakkenist and Kastan, 2003; Paull, 2015). H2AX is a well-documented phosphorylation target of ATM; phosphorylated H2AX at S139 (γH2AX) is widely recognized as a hallmark of DNA damage (Burma et al., 2001). Accompanied by decline in DNA repair function, γH2AX-enriched DNA damage foci accumulate in senescent cells and in tissues from aged animals (Maslov and Vijg, 2009), supporting causal links between defective DDR and aging. In human fibroblasts, a dramatic decline of homologous recombination (HR) efficiency, attributable to defective recruitment of Rad51, has been observed (Li et al., 2016). Similar defects in HR also have been observed in Hutchinson-Gilford progeria syndrome (HGPS), which is predominantly caused by a *LMNA* C1024T mutation (Liu et al., 2005).

In addition to DNA damage accumulation, inherited loss-of-function mutations in essential components of DNA repair machinery accelerate aging in humans and mice (Hoeijmakers, 2009b). Patients suffering from ataxia telangiectasia (A-T) develop prominent aging features in their second decades (Boder and Sedgwick, 1958; Shiloh and Lederman, 2017). Werner syndrome, Bloom’s syndrome and Rothmund-Thomson syndrome are all progeria syndromes caused by mutations of genes that directly regulate DNA repair (Balajee et al., 1999; Cooper et al., 2000; Lebel et al., 1999; Li and Comai, 2000). Homozygous disruption of *Atm* in mice causes many premature aging features of A-T, such as growth retardation, infertility, neurodegeneration, immunodeficiency and cancer predisposition (Barlow et al., 1996). Mouse models deficient in DNA repair factors, including DNA-PKcs, Ku70, Ku80, DNA ligase IV, Artemis or Ercc1 etc., phenocopy premature aging features (Hasty, 2005; Hoeijmakers, 2009a), supporting the suggestion that defects in DNA repair accelerate aging. However, whether and how robust DNA repair machinery promotes longevity is poorly understood.

Metabolic disturbance is another antagonistic hallmark of aging (López-Otín et al., 2013). Although DNA repair deficiency is implicated in aging and age-related diseases including metabolic disorders (López-Otín et al., 2016; Shimizu et al., 2014), the mechanistic link between decreased DNA repair machinery and metabolic reprogramming during aging is poorly understood. Notably, in response to oxidative stress, ATM phosphorylates Hsp27, shifting glucose metabolism from glycolysis to the pentose phosphate pathway (PPP) (Cosentino et al., 2011; Krüger and Ralser, 2011). Inactivating ATM enhances glucose and glutamine consumption by inhibiting P53 and upregulating c-MYC (Aird et al., 2015). However, the role of ATM in age-onset metabolic disturbances is as yet unclear.

Here, we identified a progressive decline in ATM-centered DNA repair machinery during aging, along with shunted glucose metabolism to glycolysis. DNA damage-free activation of ATM by chloroquine (CQ) promotes DNA damage clearance, rescues age-related metabolic shift, and alleviates cellular senescence. Mechanistically, ATM phosphorylates and stabilizes pro-longevity protein SIRT6. Extra copies of *Sirt6* attenuate metabolic abnormality and extend lifespan in *Atm-/-* mice. Importantly, long-term treatment of CQ restores metabolic reprogramming and extends the lifespan of nematodes and a progeria mouse model.

## Results

### ATM activation alleviates replicative senescence

In searching for genes/pathways that drive senescence, we employed human primary endothelial cells, which underwent replicative senescence at passage 21, with increased p21 expression and β-galactosidase activity (Figure 1—figure supplement 1a–b). By RNAseq analysis, a gradual decline of ATM-centered DNA repair machinery was identified (Figure 1—figure supplement 1c–e). Western blotting analysis confirmed progressively downregulated protein levels of ATM and its downstream target NBS1 and RAP80 in senescent human skin fibroblasts (HSFs) (Figure 1a). Mouse embryonic fibroblasts (MEFs) with limited growth capacity and senescent phenotypes when cultured in vitro (Parrinello et al., 2003; Samper et al., 2003; Sherr and DePinho, 2000), and brain tissues from aged mice also showed progressive decline of ATM, NBS1, and RAP80 (Figure 1b–c). Concomitantly, upregulation of γH2AX, indicating accumulated DNA damage, and an increase in p16^Ink4a^ were observed in senescent HSFs, MEFs, and aged brain tissues (Figure 1a–c). Knocking down *ATM* via shRNA accelerated senescence in HSFs, evidenced by increased β-galactosidase activity (Figure 1d–e), enlarged morphology (Figure 1—figure supplement 2a), accumulated γH2AX (Figure 1f), and reduced cell proliferation (Figure 1—figure supplement 2b). These data indicate that ATM decline retards DDR and drives senescence.

**Figure 1.**
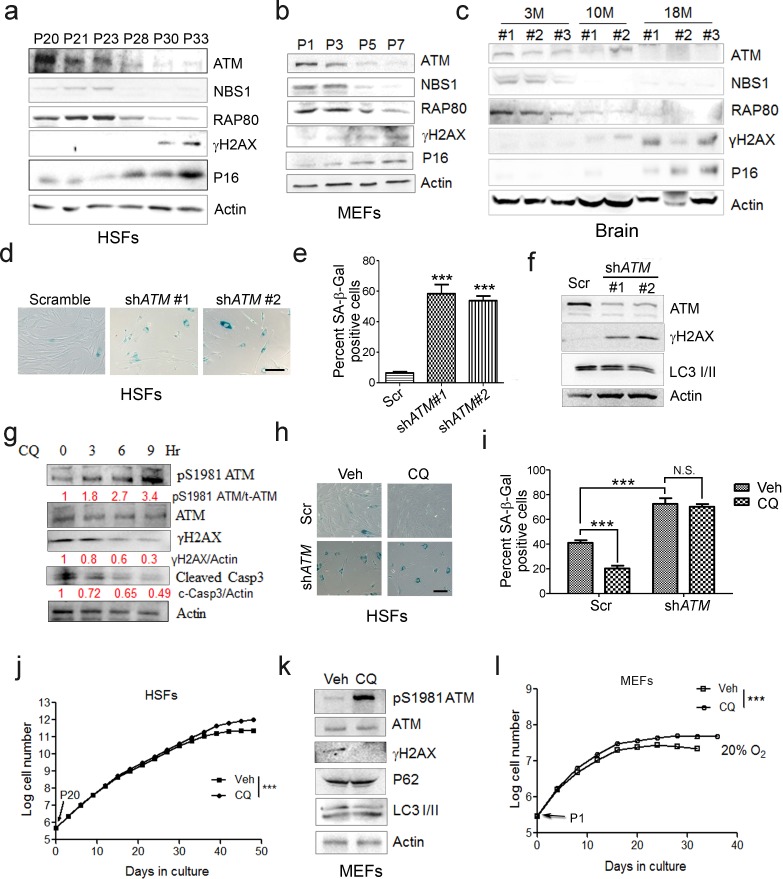
ATM activation by chloroquine alleviates senescence. (**a**) Immunoblots showing protein levels of ATM, NBS1, and RAP80 in human skin fibroblasts (HSFs). A gradually increased level of p16 indicates cellular senescence, while elevated γH2AX level indicates accumulated DNA damage. (**b**) Immunoblots showing protein levels of ATM, NBS1, and RAP80 in mouse embryonic fibroblasts (MEFs). (**c**) Immunoblots showing protein levels of ATM, NBS1, and RAP80 in brain tissues isolated from 3-, 10-, and 18-month-old male mice. (**d**) SA-β-Gal staining in HSFs treated with sh-*ATM* or scramble shRNA. Scale bar, 100 µm. (**e**) Quantification of SA-β-Gal-positive staining of (**d**) from five views randomly captured for each group. Data represent means ± SEM. ***p<0.001. (**f**) Immunoblots showing increased γH2AX and unaffected LC3I/II in HSFs treated with sh-*ATM* or scramble shRNA. (**g**) Immunoblots showing protein levels of pS1981 ATM, γH2AX, and cleaved caspase-3 in HSFs treated with 10 μM of CQ for indicated time. (**h**) SA-β-Gal staining in HSFs expressing either scramble or *ATM* shRNA treated with 1 μM CQ or DMSO (12 hr). Scale bar, 100 µm. (**i**) Quantification of SA-β-Gal-positive staining of (**h**) from five views randomly captured for each group. Data represent means ± SEM. ***p<0.001; ‘N.S.’ indicates no significant difference. (**j**) HSFs at passage 20 were continuously cultured with 1 μM CQ or DMSO, and cell number was calculated at each passage. Data represent means ± SEM. ***p<0.01. (**k**) Immunoblots showing protein levels of γH2AX, p62, and LC3 in MEFs treated with 1 μM CQ or DMSO. Note that CQ had little effect on the expression levels of p62 and LC3. (**l**) MEFs at passage one were continuously cultured in 20% O_2_ with 1 μM CQ or DMSO, and cell number was determined at each passage. Data represent means ± SEM. ***p<0.01. 10.7554/eLife.34836.006Figure 1—source data 1.Statistical analysis for SA-β-Gal positive staining. 10.7554/eLife.34836.007Figure 1—source data 2.Statistical analysis for EdU positive staining.

**Figure 1—figure supplement 1.**
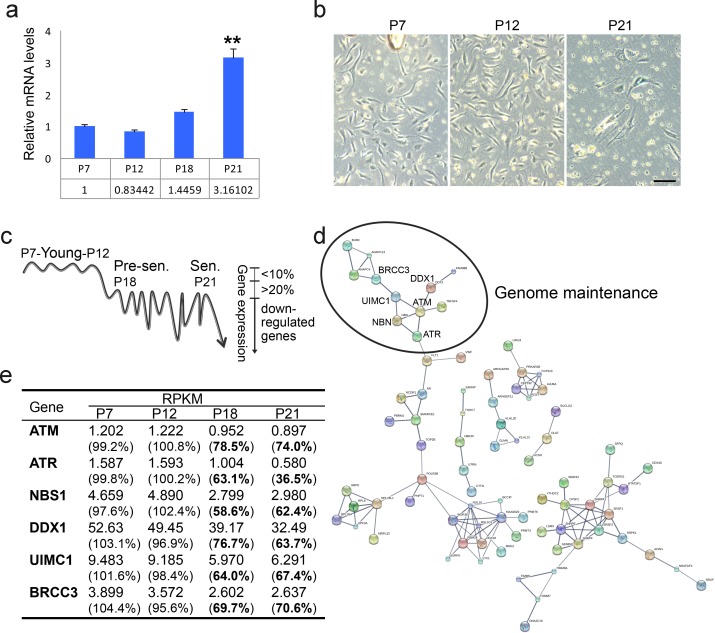
Decline of ATM-centered DNA repair machinery during senescence. (**a**) Real-time PCR analysis showing progressively elevated mRNA level of p21 in continuously cultured human endothelial cells (HUVEC). **p<0.01. (**b**) SA-β-Gal staining of HUVEC cells at indicated passages. Scale bar, 100 µm. (**c**) HUVEC cells at P21, P18, P12, and P7 were subjected to transcriptome analysis. A minimum average rpkm value of 1.0 and maximum 10% fluctuation in young cells (P7 Vs P12) was set as the threshold. Genes were downregulated by more than 20% in pre-senescent, and senescent cells compared with young cells (P21/P18 Vs P12/P7) were selected. (**d**) Pathway analysis of genes identified in (**c**) by STRING v10. (**e**) Downregulation of ATM-related DNA repair genes during senescence.

**Figure 1—figure supplement 2.**
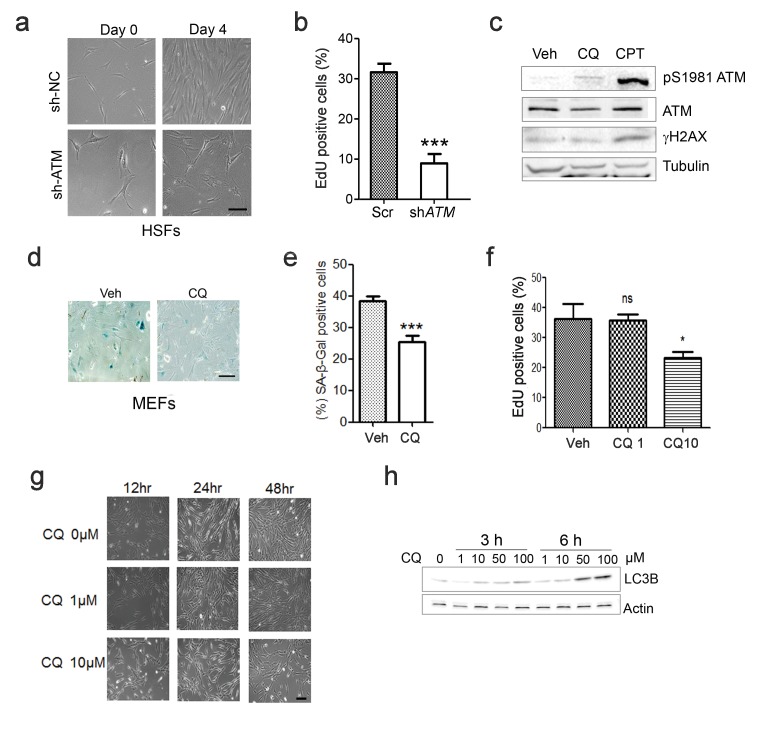
ATM regulates replicative senescence. (**a**) Representative images showing cells treated with Scramble (sh-NC) or sh-ATM. (**b**) Percent EdU-positive cells in sh-NC or sh-*ATM* treated HSFs. Views were randomly captured and at least 100 cells were included in each group. Data represent means ± SEM. ***p<0.001. (**c**) Immunoblots showing protein levels of pS1981 ATM and γH2AX in HSFs treated with 10 μM chloroquine (CQ) or 0.4 μM CPT (4 hr). Note that CQ activated ATM (pS1981) without increasing γH2AX, while CPT activated ATM accompanied by increased γH2AX. (**d**) SA-β-Gal staining in primary MEFs treated with 1 μM CQ or DMSO. Scale bar, 100 µm. (**e**) Quantification of SA-β-Gal-positive staining of (**d**) from five views randomly captured for each group. Data represent means ± SEM. ***p<0.001. (**f**) Percent EdU-positive cells in HSFs treated with DMSO, 1 μM or 10 μM CQ. Views were randomly captured and at least 100 cells were included in each group. Data represent means ± SEM. ***p<0.001. (**g**) Representative images showing proliferative HSFs treated with different doses of CQ for the indicated time points. (**h**) Immunoblots showing LC3B levels in HSFs treated with indicated dose of CQ for indicated period of time.

Other than DNA damage, ATM is activated by chloroquine (CQ), an antimalarial drug that modulates chromatin confirmation (Bakkenist and Kastan, 2003). We confirmed that a low dose of CQ increased the level of pS1981 auto-phosphorylation of ATM but not γH2AX (Figure 1—figure supplement 2c). We then investigated whether activating ATM by CQ can ameliorate senescence. As shown, the CQ treatment activated ATM (pS1981), promoted clearance of DNA damage (γH2AX), and inhibited apoptosis (cleaved Casp3) in HSFs (Figure 1g). Also, the CQ treatment suppressed β-galactosidase activity, which was abrogated if *ATM* was knocked down (Figure 1h–i). Importantly, CQ treatment extended the replicative lifespan of HSFs (Figure 1j). Likewise, CQ treatment activated Atm, cleared up accumulated DNA damage, suppressed β-galactosidase activity (Figure 1k and Figure 1—figure supplement 2d–e), and prolonged replicative lifespan in MEFs (Figure 1l). Although both 10 μM and 1 μM of CQ activated ATM, a dose-dependent toxicity assay showed that 1 μM is suitable for long-term treatment (Figure 1—figure supplement 2f–g). Of note, *ATM* KD or low dose of CQ applied in this study had little effect on basal autophagic activity (Figure 1f,j and Figure 1—figure supplement 2g). Collectively, CQ activates ATM to alleviate replicative senescence.

### An ATM-SIRT6 axis underlies age-associated metabolic reprogramming

A-T patients lacking functional ATM display features of premature aging, accompanied by insulin resistance and glucose intolerance (Bar et al., 1978; Espach et al., 2015). Senescent cells exhibit impaired mitochondrial respiration, but enhanced glycolysis producing more lactate (Hagen et al., 1997; Lenaz et al., 2000). As such, we wondered whether ATM decline triggers an age-associated metabolic shift. Levels of glycolytic genes *LDHB* and *PDK1* were dramatically increased in senescent MEFs and HSFs (Figure 2a and Figure 2—figure supplement 1a), and in liver tissues from *Atm***-/-** mice (Figure 2—figure supplement 1b). Significantly, activating ATM via CQ suppressed senescence-associated glycolysis (Figure 2a and Figure 2—figure supplement 1a). Similarly, the inhibitory effect on glycolysis was diminished when *ATM* was depleted in HepG2 cells (Figure 2b). These data suggest a role for ATM in inhibiting glycolysis.

**Figure 2.**
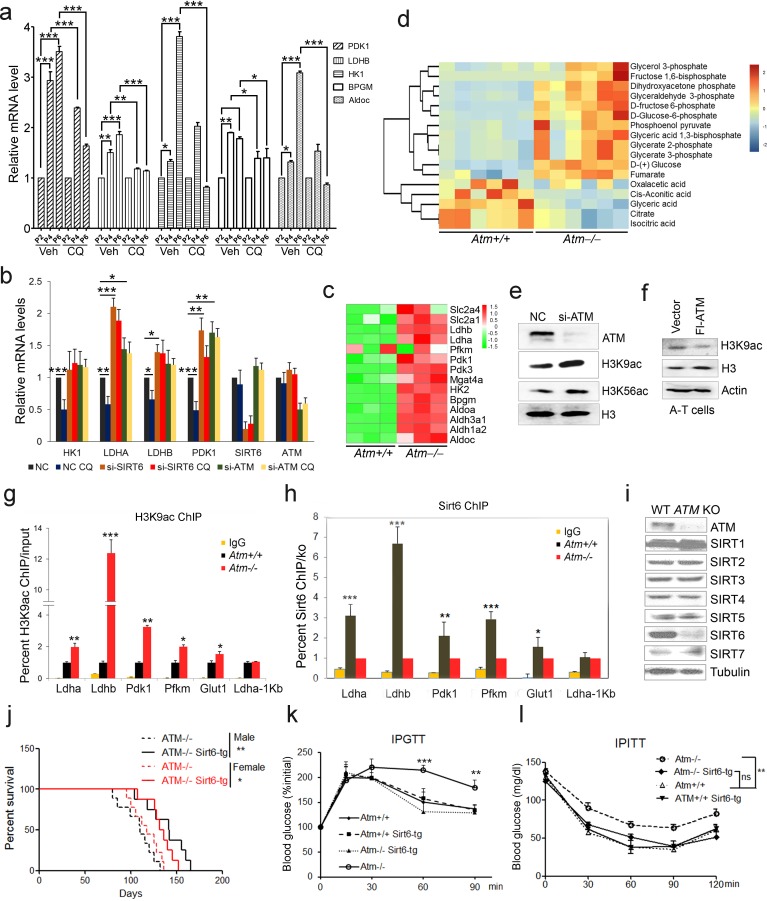
ATM-SIRT6 axis regulates age-related metabolic reprogramming. (**a**) Quantitative RT-PCR analysis of mRNA levels of indicated glycolytic genes in different passages of MEFs with or without treatment of CQ. Data represent means ± SEM. *p<0.05, **p<0.01, ***p<0.001. (**b**) Quantitative RT-PCR analysis of mRNA levels of indicated glycolytic genes in Scramble (NC), si-*SIRT6* or si-*ATM* HepG2 cells incubated with or without CQ (10 μM, 6 hr). Data represent means ± SEM. *p<0.05, **p<0.01, ***p<0.001. (**c**) Heatmap representation of RNA-Seq data (GSE109280) showing relative changes of glycolytic genes in *Atm-/-* MEF cells. The transcript levels are qualified in reads per kilobase of exon per million mapped sequence reads (RPKM), which is a normalized measure of exonic read density. Red and green indicate up- and downregulation, respectively. (**d**) Heatmap showing relative levels of metabolites in *Atm+/+* and *Atm-/-* MEF cells of p53 null background, analyzed by LC-MS. Red and blue indicate up- and downregulation, respectively. (**e**) Immunoblots showing protein levels of H3K9ac and H3K56ac in *ATM*-deficient HepG2 cells. (**f**) Immunoblots showing levels of H3K9ac in A-T cells reconstituted with Flag-ATM. (**g**) ChIP analysis showing enrichment of H3K9ac at the promoter regions of indicated genes in *Atm+/+* and *Atm-/-* MEFs. Data represent means ± SEM of three independent experiments. *p<0.05, **p<0.01, ***p<0.001. (**h**) ChIP analysis showing enrichment of Sirt6 at the promoter regions of indicated genes in *Atm+/+* and *Atm-/-* MEFs. Data represent means ± SEM of six independent experiments. *p<0.05, **p<0.01, ***p<0.001. (**i**) Immunoblots showing protein levels of sirtuins in wild-type (WT) and *ATM* knockout (KO) HEK293 cells. (**j**) Kaplan-Meier survival of *Atm-/-* and *Atm-/-;Sirt6*-Tg male (n = 11 in each group) and female (n = 9 in each group) mice. **p<0.01. (**k**) Results of glucose tolerance tests in *Atm+/+, Atm-/-,* and *Atm-/-;Sirt6*-Tg mice. Data represent means ± SEM, n = 6. **p<0.01, ***p<0.001. (**l**) Results of insulin tolerance tests in *Atm+/+*, *Atm-/-*, and *Atm-/-;Sirt6*-Tg mice. Data represent means ± SEM, n = 6. **p<0.01. ‘ns’ indicates no significant difference. 10.7554/eLife.34836.011Figure 2—source data 1.Differently expressed mRNA profiles of Atm-/- MEF cells. 10.7554/eLife.34836.012Figure 2—source data 2.Differentially expressed Metabolites in Atm KO MEFs. 10.7554/eLife.34836.013Figure 2—source data 3.Differently expressed mRNA profiles of Sirt6-/- MEF cells.

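The heatmap of Figure 2c shows 14 genes. In the counts of the 3 *Atm-/-* and 3 WT samples, 10 of them were significantly higher in *Atm-/-*, 2 significantly lower and 1 not significantly different (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05), and the remaining gene, *Slc2a4*, had too few reads to be tested. As a list, the tested genes, which the paper chose for the heatmap, were higher in *Atm-/-* than all other genes (limma's camera method, two-sided, adjusted p = 0.00809 over the 10 gene lists tested). With library totals in place of TMM, 11 genes were significantly higher and 0 significantly lower. The fit with the replicate number as a block gave 10 genes higher. Requiring at least 10 counts in every sample moved the number most, to 8. *Slc2a4* had 2, 6 and 8 reads in *Atm-/-* and 0, 2 and 2 in WT. *Ldhb* (lactate dehydrogenase B, chromosome 6 from 142490249 to 142507957 of GRCm38, GENCODE M21) had 49.4 ± 6.01 against 8.51 ± 0.782 normalized CPM (mean ± SD, n = 3 in *Atm-/-* and in WT; log2 fold change 2.54, standard error 0.10, adjusted p = 2.7e-11). *Ldha* (chromosome 7 from 46841475 to 46855627) rose less, with 992 ± 38.5 against 749 ± 35.8 CPM (log2 fold change 0.41, standard error 0.05, adjusted p = 2.0e-06). *Slc2a1*, the gene of the glucose transporter Glut1 (chromosome 4 from 119108711 to 119137983), had 118 ± 3.56 against 74.8 ± 2.56 CPM (log2 fold change 0.65, standard error 0.05, adjusted p = 3.8e-08). *Bpgm* (chromosome 6 from 34476207 to 34505613) rose from 10.6 to 35.4 CPM, with a log2 fold change of 1.73. *Hk2* (chromosome 6 from 82725025 to 82774454) and *Pfkm* (chromosome 15 from 98092589 to 98132451) rose by smaller amounts, with log2 fold changes of 0.33 and 0.27, and each *Atm-/-* sample lay above each WT sample. *Aldh3a1*, *Aldh1a2*, *Aldoc* and *Mgat4a* had log2 fold changes of 6.61, 7.03, 2.64 and 1.06 from low counts, with WT means of 0.0740, 0.0319, 0.359 and 0.802 CPM; the log2 fold change of *Aldh1a2* ranged from 6.49 to 10.28 with each sample left out in turn. *Aldoa* did not differ significantly (log2 fold change 0.04, standard error 0.04, adjusted p = 0.434). *Pdk1* (chromosome 2 from 71873224 to 71903858), which encodes a kinase that inhibits pyruvate dehydrogenase, was lower in *Atm-/-*, with 24.4 ± 1.89 against 28.7 ± 1.85 CPM (log2 fold change -0.23, standard error 0.08, adjusted p = 0.0234). That call was not significant with some samples left out (largest adjusted p = 0.111) or with library totals in place of TMM (log2 fold change -0.07, adjusted p = 0.470). *Pdk3* (chromosome X from 93764607 to 93832201) was also lower, with 64.4 ± 2.69 against 77.5 ± 4.33 CPM (log2 fold change -0.27, standard error 0.06, adjusted p = 0.00114), and its difference was not significant with library totals (log2 fold change -0.10).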

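In the deposited values RPKM is the read count divided by the listed transcript length and by one number of reads for each sample, which exceeds the sample's total on genes by 27932 to 221139 reads. RPKM therefore corrects for depth and length but not for differences in library composition, which TMM was used for here. TMM takes most genes as unchanged, while 68.4% of tested genes differed between *Atm-/-* and WT. The direction of small changes can therefore depend on the choice of normalization. For *Ldhb*, with a listed length of 1304 bases, the mean RPKM was 40.0 ± 4.93 in *Atm-/-* and 6.15 ± 0.564 in WT (SD, n = 3 each). *Hk2*, with a listed length of 5511 bases, had 20.0 ± 1.03 and 14.2 ± 1.35 RPKM, and *Slc2a1* had 48.3 ± 1.54 and 27.4 ± 0.859 RPKM. With library totals in place of TMM, 6156 genes were significantly higher and 3326 significantly lower in *Atm-/-* by edgeR's quasi-likelihood test, against 4611 and 4469 with TMM.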

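The table lists a mean RPKM for *Atm* knockout and WT cells, a fold change, and a p-value from an exact negative binomial test with Benjamini-Hochberg adjustment. Over the 1998 genes of the table used here, the log2 RPKM of its knockout column had a Pearson r of 1.00 across genes with the mean of the 3 *Atm-/-* samples, and that of its WT column an r of 0.742 with the mean of the 3 WT samples. In the counts of the same *Atm-/-* samples and the 3 WT samples, edgeR's exact test gave 9227 genes with an adjusted p under 0.05, the quasi-likelihood test 9080, and the quasi-likelihood test with the replicate block 8833. Among genes with a mean log2 CPM of at least 3 and no overlap between the samples, the 3 largest rises in *Atm-/-* were in *Pitx1* (log2 fold change 10.45), *Slc14a1* (10.27) and *Foxa2* (10.01). *Pitx1* had 1221, 1285 and 1128 reads in *Atm-/-* and 0, 0 and 2 in WT, so the size of its change rests on few WT reads and ranged from 9.94 to 13.19 with each sample left out in turn. The 3 largest falls were in *Ly9* (-9.21), *Adcyap1r1* (-8.72) and *Fmod* (-8.56). *Slc14a1*, *Foxa2* and *Ly9* also had few reads in one genotype. With each sample left out in turn they ranged from 9.81 to 12.21, from 9.50 to 12.75 and from -12.67 to -8.66. For *Ldhb* the counts gave a log2 fold change of 2.54 (standard error 0.10); the paper's reported value is 3.29, from 40.0 RPKM in the knockout and 3.97 in WT. For *Hk2* the counts gave 0.33 (standard error 0.07) and the paper's reported value is 1.12. For *Pdk3* the counts gave -0.27 (standard error 0.06) and the paper's reported value is 0.75.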

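*Sirt6*, on chromosome 10 from 81621785 to 81627797 of GRCm38 (GENCODE M21), had 4, 5 and 7 reads in the 3 *Sirt6-/-* samples and 487, 402 and 472 in the 3 WT samples (log2 fold change -6.43, standard error 0.23, adjusted p = 2.8e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); the paper's reported log2 fold change is -6.44. Over 1998 genes of the table, its knockout column had a Pearson r of 1.00 across genes with the mean log2 RPKM of the *Sirt6-/-* samples, and its WT column an r of 1.00 with that of the WT samples. Of 13206 genes tested, 10114 (76.6%) had an adjusted p under 0.05, of which 5176 were higher and 4938 lower in *Sirt6-/-*. With the replicate number as a block there were 10040, and with each sample left out in turn from 9651 to 10217. The deviations of same-numbered WT and *Sirt6-/-* samples from their genotype means had a mean r of 0.0259, and those of differently numbered samples -0.0129. Requiring at least a 2-fold change as well gave 3872 genes. Among genes with a mean log2 CPM of at least 3 and no overlap between the samples, the 3 largest rises were in *Nos2* (log2 fold change 9.57), *Fmo1* (9.39) and *Edil3* (9.36). The 3 largest falls were in *Nkain4* (-10.68), *Il22ra1* (-10.54) and *Igfbp3* (-10.00). The sizes for *Fmo1*, *Edil3*, *Nkain4* and *Il22ra1* rest on few reads in one genotype. With each sample left out in turn, *Fmo1* ranged from 8.86 to 12.08 and *Edil3* from 8.83 to 12.05. In the same fits *Nkain4* ranged from -13.31 to -10.16 and *Il22ra1* from -13.17 to -10.04.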

**Figure 2—figure supplement 1.**
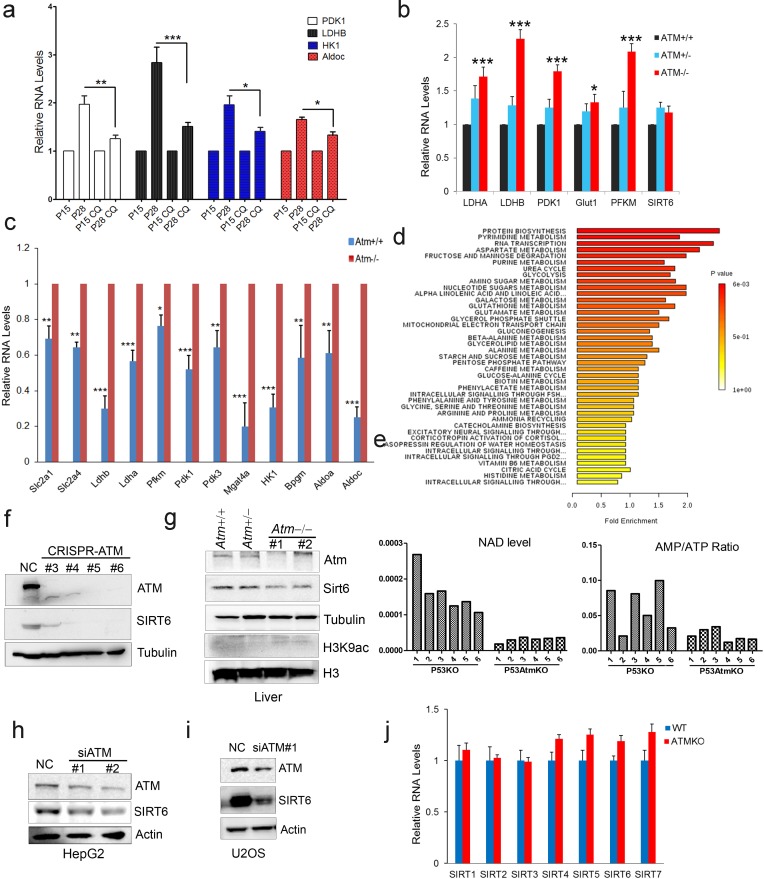
*Atm* deficiency promotes glycolysis. (**a**) Quantitative RT-PCR analysis of mRNA levels of indicated glycolytic genes in different passages of HSFs with or without treatment of CQ. Data represent means ± SEM. *p<0.05, **p<0.01, ***p<0.001. (**b**) Quantitative RT-PCR analysis of mRNA levels of glycolytic genes in liver tissues from *Atm+/+, Atm+/-*, and *Atm-/-* mice. Data represent mean ± SEM. *Atm-/-* Vs *Atm+/+*, *p<0.05, ***p<0.001. (**c**) Quantitative RT-PCR analysis of mRNA levels of glycolytic genes to validate the RNA-seq data set of *Atm+/+* and *Atm-/-* MEFs. Data represent means ± SEM of six independent experiments. *p<0.05, **p<0.01, ***p<0.001. (**d**) Metabolic pathway enrichment in *Atm* null MEFs compared with wild-types. (**e**) AMP/ATP ratio and NAD + levels in wild-type and *Atm* null MEFs. (**f**) Immunoblots showing ATM and SIRT6 protein levels in indicated clones of *ATM* KO HEK293 cells generated by the CRISPR/Cas9 system. (**g**) Immunoblots showing protein levels of Sirt6 and H3K9ac in liver tissues from 4-month-old *Atm+/+*, *Atm+/-*, and *Atm-/-* mice. (**h–i**) Immunoblots showing SIRT6 levels in si-NC and si-*ATM* treated HepG2 and U2OS cells. (**j**) Quantitative RT-PCR analysis of sirtuin mRNA levels in wild-type and *ATM* KO HEK293 cells. Data represent means ± SEM.

**Figure 2—figure supplement 2.**
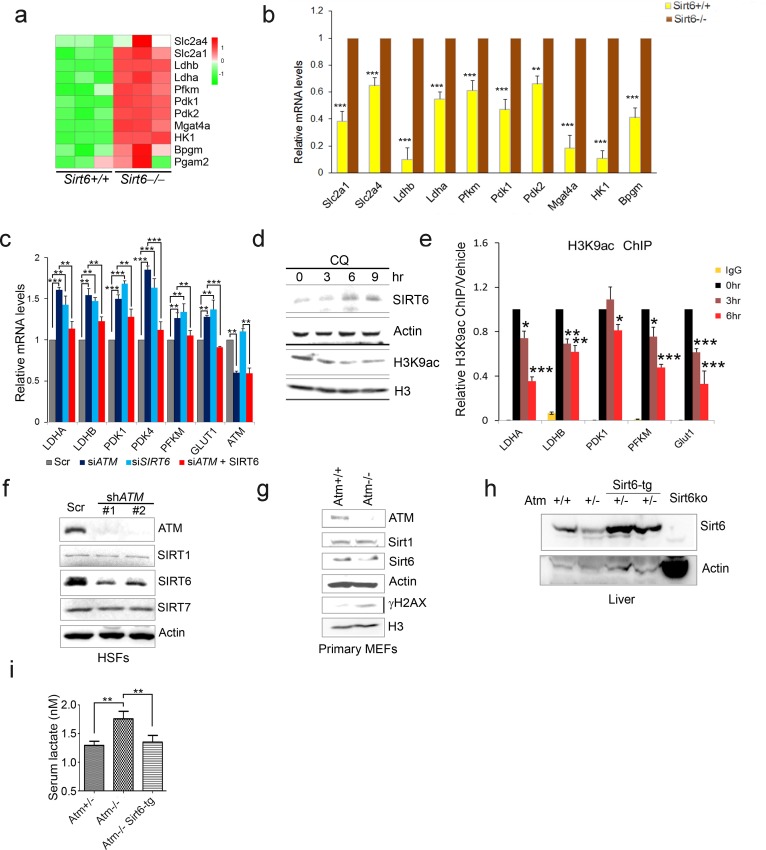
SIRT6 reduction underlies age-related metabolic reprogramming triggered by ATM decline. (**a**) Heatmap representation of RNA-Seq data showing relative changes of glycolytic genes in *Sirt6-/-* MEF cells. Red and green indicate up- and downregulation, respectively. (**b**) Quantitative RT-PCR analysis of mRNA levels of glycolytic genes to validate the RNA-seq data set of *Sirt6+/+* and *Sirt6-/-* MEFs. Data represent means ± SEM of six independent experiments. **p<0.01, ***p<0.001. (**c**) Quantitative RT-PCR analysis of mRNA levels of indicated glycolytic genes in HepG2 cells transfected with Scramble, si-*ATM*, si-*SIRT6*, or si-*ATM* plus Flag-SIRT6. Data represent means ± SEM. *p<0.05, **p<0.01, ***p<0.001. (**d**) Immunoblots showing protein levels of SIRT6 and H3K9ac in HepG2 cells treated with 10 μM CQ for indicated periods of time. (**e**) ChIP analysis showing enrichment of H3K9ac at promoter regions of glycolytic genes in HepG2 cells treated with 10 μM CQ for indicated periods of time. Data represent means ± SEM. *p<0.05, **p<0.01, ***p<0.001. (**f**) Immunoblots showing SIRT1, SIRT6, and SIRT7 protein levels in *ATM* knockdown (KD) or control HSFs. (**g**) Immunoblots showing protein levels of Atm, Sirt1, Sirt6 and γH2AX levels in *Atm+/+* and *Atm-/-* primary MEF cells. (**h**) Immunoblots showing Sirt6 expression in liver tissues of *Sirt6*-tg mice. (**i**) Serum lactate levels in 3-month-old *Atm+/+*, *Atm-/-* and *Atm-/-;Sirt6*-tg male mice. Data represent mean ± SEM of five to six animals/group. *p<0.05.

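The heatmap of Figure 2—figure supplement 2a shows 11 genes. In the counts of the 3 *Sirt6-/-* and 3 WT samples, 9 were significantly higher in *Sirt6-/-*, 0 significantly lower and 1 not significantly different (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Slc2a4* had too few reads to be tested. As a list, these genes, chosen by the paper, were higher than all other genes (limma's camera method, two-sided, adjusted p = 0.00428 over the 10 gene lists tested). The fit with the replicate number as a block also gave 9 genes higher, and with each sample left out in turn the number was 8 or 9. *Ldhb* (chromosome 6 from 142490249 to 142507957 of GRCm38) rose most, with 252 ± 14.9 against 8.29 ± 0.756 normalized CPM (mean ± SD, n = 3 in *Sirt6-/-* and in WT; log2 fold change 4.92, standard error 0.07, adjusted p = 2.8e-16). *Hk1* (chromosome 10 from 62268855 to 62379908) had 143 ± 6.26 against 50.8 ± 2.18 CPM (log2 fold change 1.50, standard error 0.06, adjusted p = 3.8e-12). *Pdk1* and *Pdk2* (chromosome 11 from 95026258 to 95041354) had 55.9 ± 2.48 against 28.0 ± 1.83 and 11.1 ± 0.533 against 4.76 ± 0.670 CPM, with log2 fold changes of 1.00 and 1.22. *Mgat4a* rose from 0.782 to 4.08 CPM. *Ldha*, *Pfkm* and *Slc2a1* rose by less, with log2 fold changes of 0.44, 0.32 and 0.27. The rise of *Bpgm* (log2 fold change 0.37, standard error 0.12, adjusted p = 0.0127) was not significant when *Sirt6-/-* replicate 2 was left out (adjusted p = 0.0810). *Pgam2* had 11, 29 and 22 reads in *Sirt6-/-* and 20, 12 and 11 in WT and did not differ significantly (log2 fold change 0.47, standard error 0.47, adjusted p = 0.377). *Slc2a4* had 4, 14 and 3 reads in *Sirt6-/-* and 0, 2 and 2 in WT.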

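RNA was sequenced from mouse embryonic fibroblasts (MEFs), connective-tissue cells grown out of mouse embryos, of 3 genotypes: WT, *Atm-/-* and *Sirt6-/-*, with 3 samples of each. Polyadenylated RNA was captured with oligo(dT) beads before library preparation. The sample labels give each sample's genotype. They also list p53-null and *Atm*/p53 double-null mice among the sources of the cells, without tying them to samples. The labels therefore do not settle the p53 status of each sample. *Trp53* RNA was lower in *Atm-/-* than in WT (log2 fold change -3.09). If the *Atm-/-* cells lack p53, which the paper calls critical in glycolysis, effects of *Atm* and of p53 cannot be told apart here. The paper's methods list immortalized *Atm-/-; p53-/-* MEFs and *Sirt6-/-* MEFs from separate laboratories, and its text does not say which MEFs were sequenced. For each sample the authors deposited the number of reads counted on each of 24341 genes, without normalization, and the same values as RPKM, which divide the count by transcript length and sequencing depth. The aligner, the genome build and the annotation used for counting are not named in the paper's text. Counted reads per sample ranged from 33156455 to 33837949 in WT (median 33247598), from 32228791 to 33250751 in *Atm-/-* (median 32922545) and from 32187040 to 33259701 in *Sirt6-/-* (median 32294850). The smallest level that 3 counts can show at these depths was 0.0887 to 0.0932 CPM (counts scaled to the size of the library), which covers counting error only. Samples of one genotype had a Pearson r of 0.9948 to 0.9965 for log2 CPM across genes, and samples of different genotypes 0.8415 to 0.9171; genes are not independent replicates. The counts were compared between genotypes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after normalizing for library composition with edgeR's TMM method and removing genes with too few counts with its filterByExpr function; each comparison used only the 6 samples of its 2 genotypes. The samples carry replicate numbers 1 to 3 in each genotype, so each comparison was also fitted with the replicate number as a block. The pairing is taken from the sample labels. Deviations from the genotype means of WT and *Atm-/-* samples had a mean r of -0.00525 for the same number and 0.00264 for different numbers.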

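*Atm*, on chromosome 9 from 53439149 to 53536740 of GRCm38 (GENCODE M21), had 3768, 3564 and 3443 reads in the 3 *Atm-/-* samples and 1536, 1617 and 1627 in the 3 WT samples (log2 fold change 1.04, standard error 0.06, adjusted p = 5.9e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gene counts do not show which exons these reads cover. Of 13283 genes tested between *Atm-/-* and WT MEFs, 9080 (68.4%) had an adjusted p under 0.05, of which 4611 were higher and 4469 lower in *Atm-/-*. With the replicate number as a block there were 8833 such genes, and with each sample left out in turn from 8545 to 9240. Requiring at least a 2-fold change as well moved the count most, to 2983. A list of 27 genes that encode the enzymes from hexokinase to lactate dehydrogenase was then taken as the core of glycolysis. Of the 20 that passed the filter, 9 were significantly higher in *Atm-/-*, 7 significantly lower and 4 not significantly different by the same test. Their mean log2 fold change was 0.34 and their median 0.08. Tested as a list against all other genes with limma's camera method, the difference was not significant (two-sided, adjusted p = 0.439 with Benjamini-Hochberg adjustment over the 10 gene lists tested). With the replicate number as a block the mean was 0.34, and with each sample left out in turn it stayed between 0.32 and 0.38. Without a filter on low counts the mean was 0.63, the largest change among the alternatives. With library totals in place of TMM, 12 of the 20 genes were significantly higher and 4 significantly lower. The largest rises among the well-counted enzyme genes were in *Ldhb* (log2 fold change 2.54, standard error 0.10, adjusted p = 2.7e-11), *Bpgm* (log2 fold change 1.73, standard error 0.09, adjusted p = 4.5e-10) and *Hk1* (log2 fold change 1.57, standard error 0.05, adjusted p = 2.9e-12). The largest fall was in *Pfkp* (log2 fold change -1.03, standard error 0.08, adjusted p = 6.2e-08), and *Gpi1*, *Tpi1*, *Eno1*, *Eno2*, *Eno3* and *Pkm* were also significantly lower. *Tpi1*, *Eno2* and *Pkm* were not significantly lower with library totals, and *Eno2* (log2 fold change -0.25, standard error 0.09, adjusted p = 0.0306) was not with some samples left out (largest adjusted p = 0.166). From RNA-Seq in *Atm-/-* MEFs the paper states that glycolytic pathways were significantly upregulated (Figure 2c), with specific genes also measured by q-PCR. Its text names no test or gene list for the pathways. The WT column of its table (Figure 2—source data 1) had a Pearson r of 0.742 in log2 RPKM with the WT samples used here. The paper's fold changes may therefore rest on another control.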

To examine how ATM regulates glycolysis, we performed RNA-Seq in *Atm-/-* MEF cells, and revealed a significant upregulation of glycolytic pathways (Figure 2c, and Figure 2—source data 1). Specific genes were validated by q-PCR (Figure 2—figure supplement 1c). As p53 is critical in glycolysis (Kruiswijk et al., 2015; Schwartzenberg-Bar-Yoseph et al., 2004), we further analyzed metabolomics of *Atm-/-* and control MEFs in *p53* null background. As shown, the metabolic profile exhibited a clear shift, i.e. mitochondrial electron transport chain and intermediates of TCA cycle were reduced, while intermediates of glycolysis were elevated (Figure 2d, Figure 2—figure supplement 1d–e and Figure 2—source data 2). The data suggest that *ATM* deficiency enhances anaerobic glycolysis in a p53-independent manner.

Sirt6 deacylase is able to shunt energy metabolism away from anaerobic glycolysis to the TCA cycle via H3K9ac-mediated local chromatin remodeling (Sebastián et al., 2012; Zhong et al., 2010). We noted that the level of H3K9ac was enhanced in cells depleted *ATM* (Figure 2e). Re-expressed ATM in A-T cells suppressed H3K9ac level (Figure 2f). ChIP analysis showed that H3K9ac was enriched at the promoter regions of glycolytic genes in *Atm-/-* cells (Figure 2g), where the relative occupancy of SIRT6 was abolished (Figure 2h). Consistent with increased H3K9ac, SIRT6 protein level was dramatically downregulated in *Atm-/-* mouse livers, and *ATM*-deficient HepG2, U2OS and HEK293 cells (Figure 2—figure supplement 1f–i). In contrast, protein levels of other sirtuins were not much affected in *ATM* KO HEK293 cells (Figure 2i), and mRNA levels of all sirtuins remained unchanged (Figure 2—figure supplement 1j). Moreover, transcriptomic analysis and q-PCR data illustrated that *Sirt6* depletion upregulated a similar cluster of genes essential for glycolysis (Figure 2—figure supplement 2a–b and Figure 2—source data 3). 

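In *Sirt6-/-* MEFs, 7 of the 20 core glycolytic genes that passed the filter were significantly higher than in WT, 10 significantly lower and 3 not significantly different (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their mean log2 fold change was 0.18 and their median -0.12, and as a list they did not differ significantly from all other genes (limma's camera method, two-sided, direction lower, adjusted p = 0.695 over the 10 gene lists tested). With the replicate number as a block the mean was 0.17. The mean changed sign, to -0.038, when glucose and lactate transporter, *Pdk* and *Pfkfb* genes and *Adpgk* were added to the list. *Ldhb*, *Hk1*, *Pfkl*, *Ldha*, *Pfkm* and *Bpgm* were significantly higher in both knockouts when all 9 samples were fitted together, which makes 6 of 20 core genes. *Pfkp*, *Gpi1*, *Eno1*, *Eno3* and *Pkm* (5 genes) were significantly lower in both, and *Gapdh* and *Hk2* (2 genes) changed in opposite directions. Across all 13757 genes of that fit, 2877 were significantly higher in both knockouts, 2912 lower in both and 1718 changed in opposite directions. The Spearman rho of the log2 fold changes across genes was 0.524, 0.524 with the replicate number as a block, and between 0.513 and 0.535 with each of the 9 samples left out in turn; genes are not independent replicates. Both comparisons share the WT samples. With the WT samples split so that none was shared, the mean rho over 6 splits was 0.504. The largest shift was with Pearson's correlation, which gave 0.576. The genes of the Figure 2c heatmap did not differ significantly as a list in *Sirt6-/-* (limma's camera method, adjusted p = 0.217). Of the 12 tested, 8 were significantly higher and 3 significantly lower. From transcriptomic and q-PCR data, of which only the RNA-Seq was analysed here, the paper states that *Sirt6* depletion upregulated a similar cluster of genes essential for glycolysis.

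**Figure D1:**
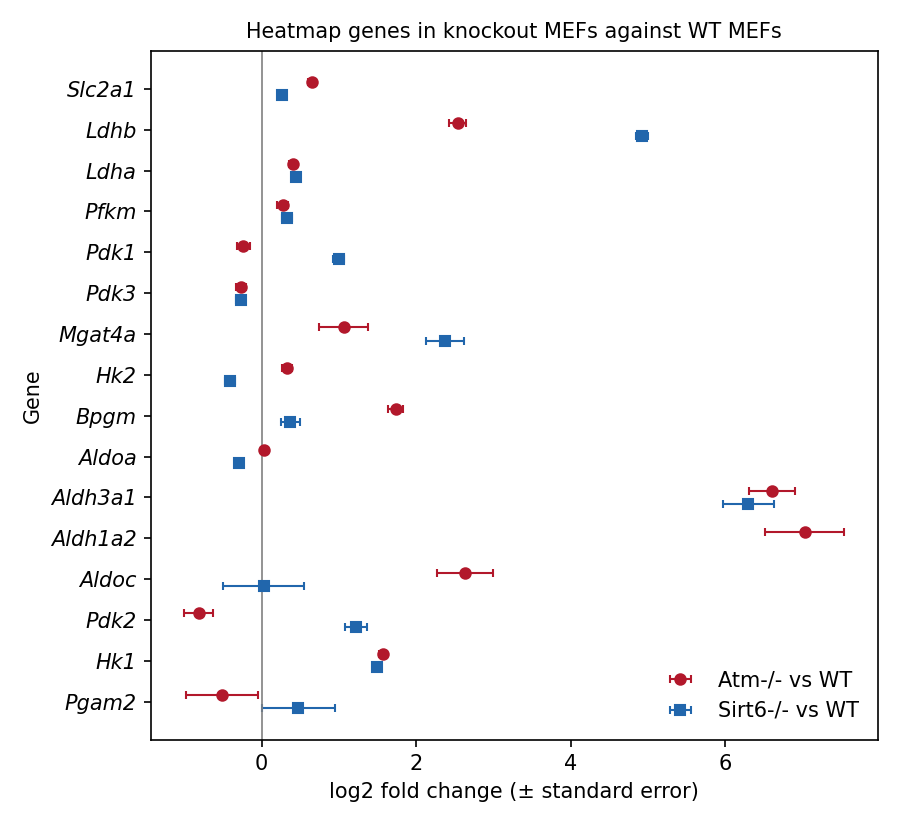
Log2 fold change (horizontal axis, edgeR, bars show the standard error) of the 16 tested genes of both heatmaps (vertical axis) in *Atm-/-* (circles) and *Sirt6-/-* (squares) MEFs against WT MEFs, 3 samples of each genotype; *Aldh1a2* had too few reads in *Sirt6-/-* and WT and has no square. *Pdk1* lies at -0.23 in *Atm-/-* and 1.00 in *Sirt6-/-*, and *Ldhb* at 2.54 and 4.92.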

More importantly, the hyper-activated glycolytic pathway caused by *ATM* deficiency was completely restored by ectopic *SIRT6* in HepG2 cells (Figure 2—figure supplement 2c). The CQ treatment upregulated SIRT6 level and reduced H3K9ac level, especially at the regulatory regions of glycolytic genes (Figure 2—figure supplement 2d–e). Knocking down *SIRT6* abolished the inhibitory effect of CQ on glycolysis (Figure 2b). Additionally, *ATM* depletion in HEK293 cells, HSFs, and MEFs, significantly downregulated SIRT6 protein level, with little effect on SIRT1 or SIRT7 (Figure 2i and Figure 2—figure supplement 2f–g). Thus, these data suggest that ATM decline triggers an age-associated metabolic shift via SIRT6-mediated chromatin remodeling.

Other than metabolic abnormality, depleting *Sirt6* leads to premature aging features and shortened lifespan (Mostoslavsky et al., 2006a), whereas extra copies of *Sirt6* promote longevity in male mice (Kanfi et al., 2012). Given that Sirt6 was destabilized in *Atm* null mice, we wondered whether the *Sirt6* transgene could rescue premature aging phenotypes and shortened lifespan in *Atm*-/- mice. To this end, we generated *Sirt6* transgenic mice by microinjection, and bred them with *Atm-/-* mice. The overexpression of Sirt6 was demonstrated by western blotting (Figure 2—figure supplement 2h). Significantly, ectopic *Sirt6* restored the elevation of serum lactate, and extended lifespan of *Atm-/-* mice of both genders (Figure 2j and Figure 2—figure supplement 2i). Importantly, *Atm-/-;Sirt6-*tg mice exhibited improved glucose tolerance and decreased insulin resistance (Figure 2k–l). Given that little difference was observed in glucose metabolism between young wild-type (WT) and *Sirt6*-transgenic mice (Kanfi et al., 2012), these data suggest a contributory role of the Atm-Sirt6 axis in the age-associated metabolic reprogramming.

### ATM phosphorylates and stabilizes SIRT6

Next, we examined how ATM regulates SIRT6. Significantly, overexpression of *ATM* increased SIRT6 level, but this was abolished when ATM was S1981A-mutated to block dimeric ATM dissociation (Bakkenist and Kastan, 2003; Berkovich et al., 2007) (Figure 3a). Moreover, in addition to CQ, hypotonic buffer (20 mM NaCl), low glucose (LG), DNA-damaging agent camptothecin (CPT), and doxorubicin (Dox) all activated ATM and concomitantly increased SIRT6 protein level (Figure 3—figure supplement 1a–c), which was abrogated in *ATM*-depleted cells (Figure 3—figure supplement 1b–c). These data implicate a direct regulation of SIRT6 stability by ATM kinase activity. To confirm this, we first performed co-immunoprecipitation (Co-IP) in cells transfected with various FLAG-sirtuins. Interestingly, ATM was predominantly associated with SIRT6 among seven sirtuins (Figure 3b). The interaction was further confirmed at both ectopic and endogenous levels (Figure 3c and Figure 3—figure supplement 1d). Immunofluorescence microscopy showed co-localization of SIRT6 and ATM protein in the nucleus (Figure 3d). A domain mapping experiment indicated that the C-terminal domain was required for SIRT6 binding to ATM (Figure 3—figure supplement 1e). To determine whether ATM physically binds to SIRT6, 10 consecutive recombinant GST-ATM proteins were obtained and the binding to purified His-SIRT6 was analyzed. As shown (Figure 3e), His-SIRT6 bound predominantly to GST-ATM-4 (residues 770–1102) and relatively weakly to GST-ATM-1 (residues 1–250); both belong to the N-terminal HEAT repeat domain of ATM.

**Figure 3.**
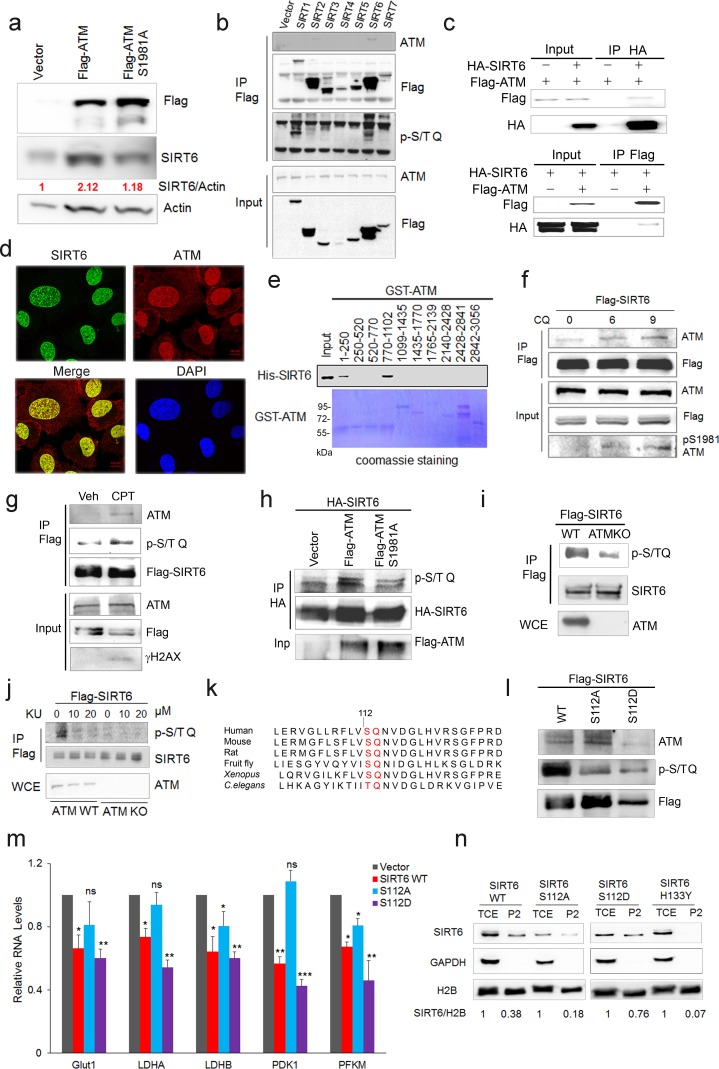
ATM interacts with and phosphorylates SIRT6. (**a**) Immunoblots showing protein levels of SIRT6 in HEK293 cells expressing Flag-ATM or Flag-ATM S1981A. (**b**) Immunoblots showing endogenous ATM and p-S/TQ motif in anti-Flag immunoprecipitates in HEK293 cells transfected with empty vector or Flag-sirtuins. (**c**) Immunoblots showing Flag-ATM and HA-SIRT6 in anti-HA (upper) or anti-Flag (lower) immunoprecipitates in HEK293 cells transfected with indicated constructs. (**d**) Representative photos of immunofluorescence staining of SIRT6 and ATM in U2OS cells, showing co-localization in the nucleus. Scale bar, 50 µm. (**e**) GST pull-down assay showing bacterially expressed His-SIRT6 predominantly bound to GST-ATM fragment 4 (770–1102), the N-terminal HEAT-repeat of ATM. (**f**) Immunoblots showing the increased binding capacity of ATM and SIRT6 under the treatment of (10 µM) CQ for the indicated time. (**g**) Immunoblots showing ATM and p-S/TQ in anti-Flag immunoprecipitates in HEK293 cells expressing Flag-SIRT6 treated with CPT (0.4 µM) or DMSO. (**h**) Immunoblots showing level of p-S/TQ SIRT6 in HEK293 cells co-transfected with HA-SIRT6 and Flag-ATM, Flag-ATM S1981A, or empty vector. (**i**) Immunoblots showing p-S/T Q SIRT6 in WT or *ATM* KO HEK293 cells. (**j**) Immunoblots showing p-S/T Q level of SIRT6 in *ATM* WT or KO HEK293 cells treated with DMSO and KU55933 (10 or 20 µM, 2 hr). (**k**) Alignment of protein sequence of human SIRT6 and orthologues in mouse, rat, fruit fly, *Xenopus*, and *C. elegans.* A conserved S^112^ Q^113^ motif was highlighted. (**l**) Immunoblots showing p-S/T Q level of Flag-SIRT6, Flag-SIRT6 S112A, or Flag-SIRT6 S112D in HEK293 cells. (**m**) Quantitative RT-PCR analysis of mRNA levels of indicated glycolytic genes in sh-*SIRT6* HepG2 cells re-expressing SIRT6, SIRT6 S112A, or 112D mutation. Data represent means ± SEM. *p<0.05, **p<0.01, ***p<0.001. ‘ns’ indicates no significant difference. (**n**) Immunoblots showing SIRT6 protein level in total cell extract (TCE) and chromatin-enriched fractions (P2). Densitometry analysis was performed to determine the relative ratio of SIRT6/H2B within chromatin fractions.

**Figure 3—figure supplement 1.**
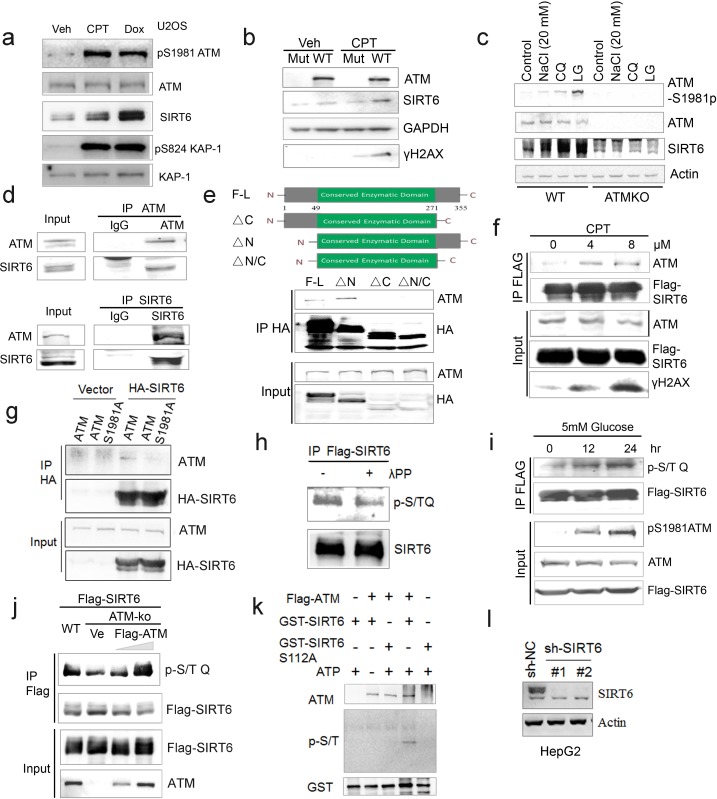
ATM directly phosphorylates SIRT6. (**a**) Immunoblots showing a significant increase in SIRT6 protein level, pS1981ATM, and pS824KAP-1 in the presence of DNA damage reagents-CPT and Dox in U2OS cells. (**b**) Immunoblots showing Sirt6 protein level in immortalized wild-type and *Atm* null MEFs in response to 0.4 μM CPT treatment. (**c**) Immunoblots showing pS1981-ATM and SIRT6 levels in wild-type and *ATM* KO HEK293 cells treated with CQ, low glucose (LG), and hypotonic swelling (20 mM NaCl). (**d**) Immunoblots of indicated immunoprecipitates showing the interaction between endogenous ATM and SIRT6 in HepG2 cells. (**e**) Immunoblots showing interaction between ATM and truncated fragments of SIRT6 in HEK293 cells. F-L, full-length of SIRT6, ΔC, C-terminal deletion, ΔN, N-terminal deletion, ΔN-C, N-and C-terminal truncation. (**f**) Immunoblots showing ATM protein in anti-Flag immunoprecipitates in HEK293 cells expressing Flag-SIRT6, treated with 0 μM, 4 μM, or 8 μM of CPT for 1 hr. (**g**) Immunoblots showing ATM protein in anti-HA immunoprecipitates in HEK293 cells expressing Flag-ATM or Flag-ATM S1981A, as well as empty vector or HA-SIRT6. (**h**) Immunoblots showing p-S/T Q of Flag-SIRT6 in HepG2 cells treated with 5 mM of glucose for indicated time. (**i**) Immunoblots showing p-S/T Q of Flag-SIRT6 in HEK293 cells, treated with or without λPP (30 min). (**j**) Immunoblots showing p-S/T Q of SIRT6 in WT and *ATM* KO HEK293 cells, transfected with empty vector, 2 μg Flag-ATM, or 6 μg Flag-ATM. (**k**) Immunoblots showing p-S/T Q of GST-SIRT6 after incubation with Flag-ATM purified from CPT-treated HEK293 cells. (**l**) Immunoblots showing SIRT6 protein levels in HepG2 cells with lentiviral infection containing sh-*NC* or sh-*SIRT6*.

We next examined whether ATM phosphorylates SIRT6. Firstly, we found that CQ or CPT treatment significantly enhanced the binding of SIRT6 to ATM (Figure 3f and Figure 3—figure supplement 1f), whereas the S1981A mutant blocked such association (Figure 3—figure supplement 1g). ATM preferentially phosphorylates the S/T-Q motif. In the presence of CPT, an increased p-S/TQ level of SIRT6 was identified (Figure 3g). Of note, lambda protein phosphatase (λPP) diminished the p-S/TQ level of SIRT6 (Figure 3—figure supplement 1h). Likewise, the p-S/TQ level of SIRT6 was elevated in cells treated with low glucose, which activates ATM by ROS generation (Assaily et al., 2011; Sarre et al., 2012) (Figure 3—figure supplement 1i). Moreover, ectopic ATM significantly increased the p-S/TQ level of SIRT6, but this was abolished in the case of S1981A mutant (Figure 3h). Consistently, a pronounced reduction of p-S/TQ level of SIRT6 was observed in cells lacking *ATM* or treated with KU55933, a selective and specific ATM kinase inhibitor (Berkovich et al., 2007; Hickson et al., 2004) (Figure 3i–j). The decrease in p-S/TQ level was primarily attributable to loss of *ATM*, as it was restored by ectopic FLAG-ATM in a dose-dependent manner (Figure 3—figure supplement 1j). Indeed, SIRT6 has one evolutionarily conserved S^112^Q^113^ motif (Figure 3k). We therefore constructed S112A and S112D mutants, which resemble hypo- and hyper-phosphorylated SIRT6 respectively. As shown, these mutations almost abolished the pS/T-Q level of FLAG-SIRT6 (Figure 3l). The in vitro kinase assay showed that ATM could phosphorylate GST-SIRT6, but not S112A (Figure 3—figure supplement 1k). Furthermore, compared with SIRT6 S112A, ectopic S112D exhibited a much higher inhibitory effect on glycolytic gene expression in sh-*SIRT6* HepG2 cells (Figure 3m and Figure 3—figure supplement 1l), and enhanced chromatin association of SIRT6 (Figure 3n). Collectively, the data suggest that ATM directly phosphorylates SIRT6 at Serine 112.

We next examined whether ATM is involved in regulating SIRT6 protein stability. Notably, compared with WT or vehicle control, the degradation rate of ectopic and endogenous SIRT6 was largely increased in *ATM* KO HEK293 cells, *Atm***-/-** MEFs, and cells incubated with KU55933 in the presence of cycloheximide (CHX) (Figure 4a–b and Figure 4—figure supplement 1a–c). Recently, MDM2 was demonstrated to ubiquitinate SIRT6 and promote its proteasomal degradation (Thirumurthi et al., 2014). We therefore examined the polyubiquitination level of SIRT6. As shown, the ubiquitination level of FLAG-SIRT6 in *ATM* KO cells was significantly elevated compared with WT (Figure 4—figure supplement 1d). While S112A mutant markedly enhanced the polyubiquitination level of SIRT6, S112D had little effect (Figure 4—figure supplement 1e). Moreover, S112A accelerated SIRT6 degradation, whereas S112D retarded it (Figure 4c–d), indicating that the Ser112 phosphorylation by ATM regulates SIRT6 ubiquitination and thus protein stability. Indeed, ectopic MDM2 enhanced the polyubiquitination level of FLAG-SIRT6 (Figure 4—figure supplement 1f). In the case of *ATM* depleted or SIRT6 S112A mutant, the binding capacity of SIRT6 to MDM2 was enhanced (Figure 4e and Figure 4—figure supplement 1g). In searching for key residues that are polyubiquitinated by MDM2, we identified two clusters of lysine residues, i.e. K143/145 and K346/349, which are conserved across species. We then generated KR mutations of these residues, and found that K346/349R remarkably reduced the polyubiquitination level of SIRT6 (Figure 4—figure supplement 1h). Individual KR mutation showed that K346R significantly blocked MDM2-mediated ubiquitination and degradation of SIRT6, whereas K349R hardly affected it (Figure 4f–g). More importantly, K346R restored the increased ubiquitination and accelerated protein degradation of SIRT6 S112A (Figure 4—figure supplement 1i–j). Collectively, these data indicate that K346 is subject to MDM2-mediated ubiquitination, which is inhibited by ATM-mediated S112 phosphorylation.

**Figure 4.**
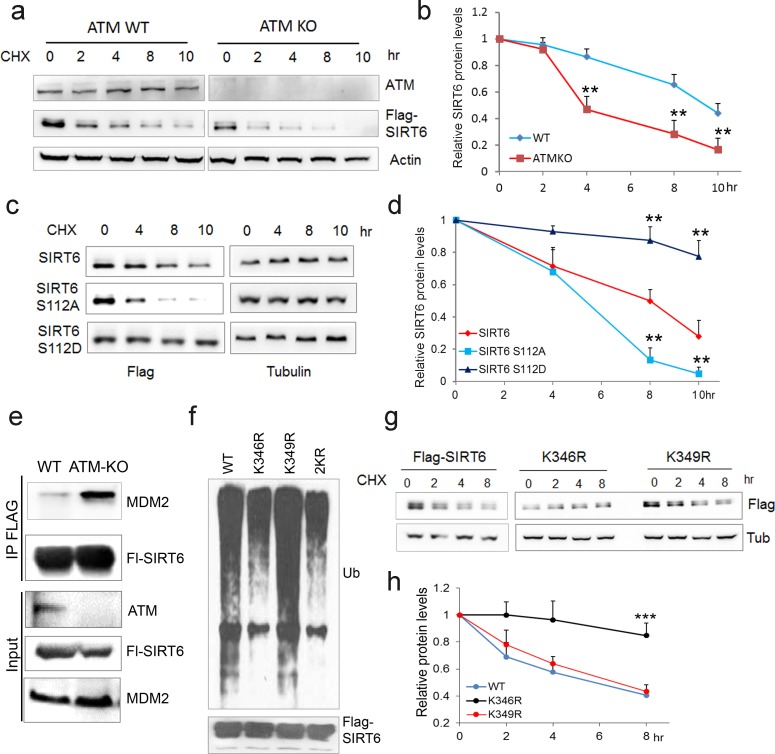
ATM prevents ubiquitination and degradation of SIRT6. (**a**) Immunoblots showing protein levels of Flag-SIRT6 in WT and *ATM* KO HEK293 cells treated with CHX (50 µg/ml) for indicated periods of time. (**b**) Quantification of protein levels in (**a**) by ImageJ. Data represent means ± SEM of three independent experiments. **p<0.01. (**c**) Immunoblots showing protein levels of Flag-SIRT6, S112A, and S112D in the presence of CHX (50 μg/ml) for indicated periods of time. (**d**) Quantification of protein levels in (**c**) by ImageJ. Data represent means ± SEM of three independent experiments. ***p<0.001. (**e**) Immunoblots showing increased binding capacity between SIRT6 and MDM2 in *ATM* KO HEK293 cells. (**f**) Immunoblots showing ubiquitination of Flag-SIRT6, K346R, K349R, and K346/349R (2KR) in HEK293 cells. Note that 2KR and K346R abrogated the ubiquitination of Flag-SIRT6. (**g, h**) Upper, immunoblots showing protein levels of Flag-SIRT6, K346R, and K349R in the presence of CHX (50 μg/ml) for indicated periods of time. Lower, quantification of protein levels by ImageJ. Data represent means ± SEM of three independent experiments. ***p<0.001.

**Figure 4—figure supplement 1.**
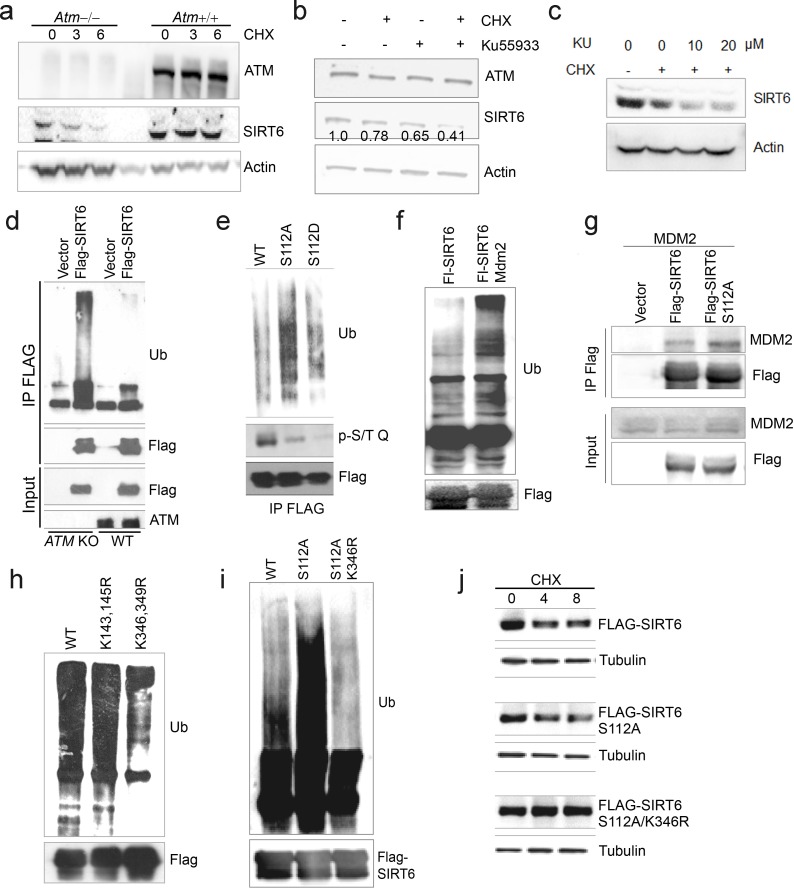
ATM-mediated phosphorylation of SIRT6 prevents its ubiquitination and degradation. (**a**) Immunoblots showing Sirt6 levels in wild-type and *Atm* null MEFs in the presence of CHX (50 μg/ml). (**b–c**) Immunoblots showing SIRT6 protein level in HEK293 cells in the presence of CHX (50 μg/ml) and/or KU55933 (10 or 20 μM). Densitometry analysis was performed to determine the SIRT6/actin ratio. (**d**) Immunoblots showing increased ubiquitination of SIRT6 in *ATM* KO HEK293 cells. (**e**) Immunoblots showing ubiquitination of Flag-SIRT6, Flag-SIRT6 S112A, and Flag-SIRT6 S112D in HEK293 cells co-transfected Myc-Ub. (**f**) Immunoblots showing increased ubiquitination of Flag-SIRT6 in HEK293 cells overexpressing MDM2. (**g**) Immunoblots showing MDM2 in anti-Flag immunoprecipitates in HEK293 cells expressing Flag-SIRT6 or Flag-SIRT6 S112A. (**h**) Immunoblots showing ubiquitination of Flag-SIRT6, K143/145R, and K346/349R in HEK293 cells. Noted that K364/349R abrogated the ubiquitination of Flag-SIRT6. (**i**) Immunoblots showing the ubiquitination of Flag-SIRT6, Flag-SIRT6 S112A, and Flag-SIRT6 S112A/K346R. (**j**) Immunoblots showing protein levels of Flag-SIRT6, Flag-SIRT6 S112A, and Flag-SIRT6 S112A/K346R in the presence of CHX (50 μg/ml). Note that K346R rescued the accelerated degradation of S112A.

### Activating ATM via CQ promotes longevity

The cellular data suggest a pro-longevity function of ATM. We then tested it at organismal level. We employed *Caenorhabditis elegans,* which have a short lifespan of approximate 30 days. Nematodes deficient for *atm-1*, an orthologue of mammalian *ATM*, and WTs were exposed to various doses of CQ (see Materials and methods). Significantly, the period treatment with CQ (1.0 µM) extended the median lifespan (~14%) of *C. elegans* (Figure 5a). The lifespan-extending effect was abolished in *atm-1* KO (Figure 5b) or in SIRT6 homolog *sir-2.4* KD nematodes (Figure 5—figure supplement 1a–b). The data suggest that CQ promotes longevity in an ATM- and SIRT6- dependent manner. We further examined the beneficial effect of CQ in a HGPS model, i.e. *Zmpste24***-/-** mice, which has a shortened lifespan of 4–6 months (Pendás et al., 2002) and impaired ATM-mediated DNA repair signaling (Liu et al., 2013a). We found that the level of Atm was dramatically reduced in *Zmpste24***-/-** MEFs and tissues (Figure 5c and Figure 5—figure supplement 1c). Significantly, CQ treatment activated Atm, stabilized Sirt6, decreased the accumulated DNA damage, inhibited glycolysis, and alleviated senescence in *Zmpste24***-/-** cells (Figure 5d–e and Figure 5—figure supplement 1d–e). The CQ treatment also delayed body weight decline, increased running endurance, and prolonged lifespan in *Zmpste24***-/-** mice (Figure 5f–h), but had no significant effect on the lifespan of *Atm-/-* mice (Figure 5—figure supplement 1f).

**Figure 5.**
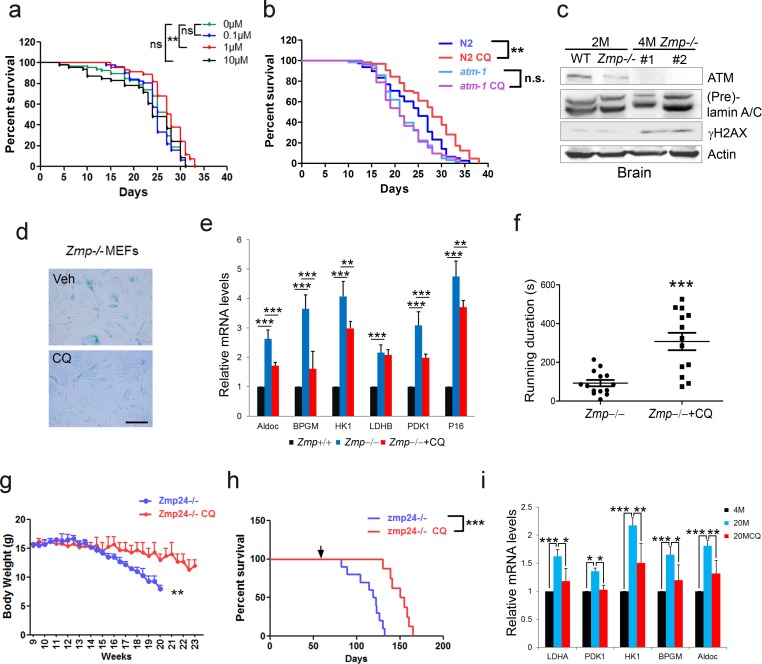
CQ extends lifespan in an ATM- dependent manner. (**a**) Survival analysis of *C. elegans* treated with the indicated dosage of CQ. **p<0.01. NS indicates no significant difference. (**b**) Survival analysis of wild-type and *atm-1* null *C. elegans* cultured in medium with or without 1 µM CQ. (**c**) Immunoblots showing protein levels of Atm and γH2AX in brain tissues of *Zmpste24+/+* (2 months), *Zmpste24-/-* (2 months), and *Zmpste24-/-* (4 months) mice. (**d**) Representative images showing SA-β-Gal staining in *Zmpste24-/-* MEFs with or without CQ treatment. Scale bar, 100 µm. (**e**) Quantitative RT-PCR analysis of mRNA levels of *p16^Ink4a^* and indicated glycolytic genes in liver tissues of *Zmpste24+/+*, saline-treated, and CQ-treated *Zmpste24-/-* mice. Mice were treated for 8 weeks with two weekly intraperitoneal injections of CQ at 3.5 mg/kg. Data represent means ± SEM. *p<0.05, **p<0.01, ***p<0.001. (**f**) Maximum running duration in saline- and CQ-treated *Zmpste24-/-* mice. Data represent means ± SEM. ***p<0.001. (**g**) Body weight of saline- and CQ-treated male *Zmpste24-/-* mice. Data represent means ± SEM. **p<0.01. (**h**) Kaplan-Meier survival curves of saline-treated (n = 10) and CQ-treated (n = 8) *Zmpste24-/-* mice. ***p<0.001. (**i**) Quantitative RT-PCR analysis of mRNA levels of indicated glycolytic genes in the liver tissues of 4-month-old, saline-treated 12-month-old (n = 3), and CQ-treated 20-month-old (n = 3) mice. Data represent means ± SEM. *p<0.05, **p<0.01, ***p<0.001. 10.7554/eLife.34836.021Figure 5—source data 1.Lifespan analysis of chloroquine's effect on nematodes. 10.7554/eLife.34836.022Figure 5—source data 2.Lifespan analysis of chloroquine's effect on mice.

**Figure 5—figure supplement 1.**
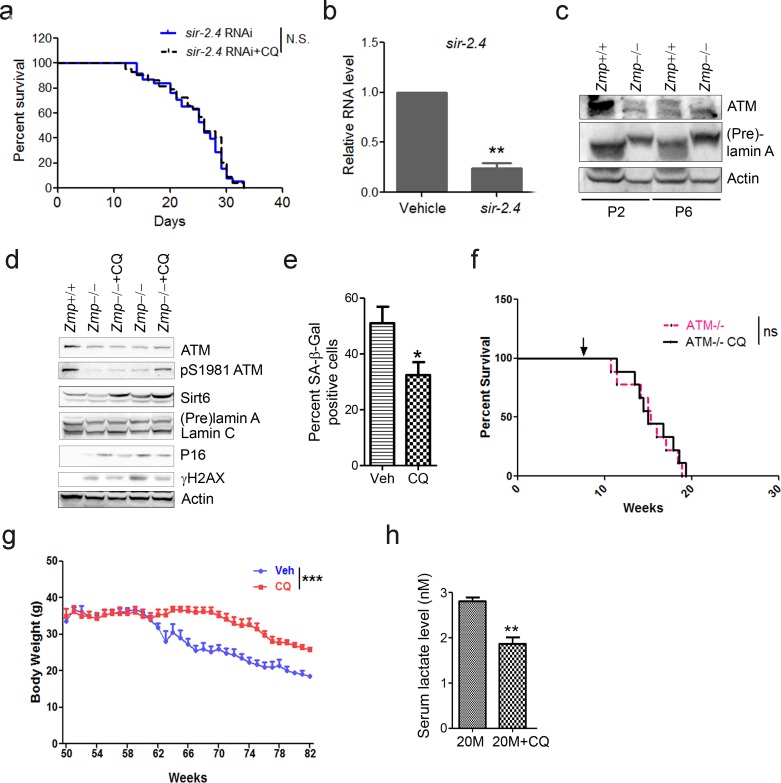
ATM activation ameliorates aging-associated features. (**a**) Survival analysis of *sir-2.4* downregulated *C. elegans* exposed to medium with or without 1 µM CQ. ‘N.S.’ indicates no significant difference. (**b**) Quantitative RT-PCR analysis of mRNA levels of *sir-2.4* in vehicle and *sir-2.4* RNAi-treated *C. elegans*. (**c**) Immunoblots showing protein levels of Atm in wild-type and *Zmpste24* null MEFs. (**d**) Immunoblots showing levels of proteins involved in pS1981-ATM, γH2AX, Sirt6, and p16 in liver tissues of saline-treated, and CQ-treated *Zmpste24-/-* mice. (**e**) Quantification of SA-β-Gal staining in (Figure 5d) from five views randomly captured for each group. Data represent means ± SEM. *p<0.05. Scale bar, 100 µm. (**f**) Kaplan-Meier survival curves of saline-treated and CQ-treated *Atm-/-* mice (n = 9 for each group). ‘ns’ indicates no significant difference. (**g**) Body weight of saline- and CQ-treated male aging mice. Data represent means ± SEM. ***p<0.001. (**h**) Serum lactate levels in saline- and CQ-treated 20-month-old mice. Data represent means ± SEM. **p<0.01.

**Figure 5—figure supplement 2.**
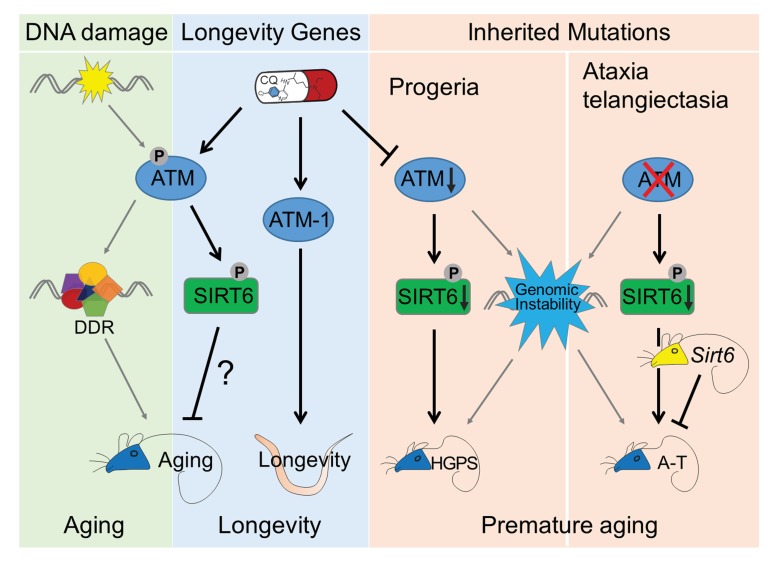
Schematic model of ATM-SIRT6 axis in regulating aging and longevity. Left, DNA damage activates DDR cascade, and its constant activation leads to permanent cell cycle exit and senescence. Right, defective ATM-SIRT6 axis underlies premature aging in mouse models resembling HGPS and A-T, which is rescued by treatment of CQ and *Sirt6* transgene, respectively. Middle, during physiological aging, DNA damage-free activation of ATM by CQ promotes longevity at organismal levels.

Physiologically aged mice frequently develop aging-associated metabolic disorders, with high glucose and lactate (Houtkooper et al., 2011). Given that ATM declines with age, and activation of ATM by CQ inhibits glycolysis in senescent cells and *Zmpste24**-/-*** mice, we intraperitoneally administrated 12-month-old ‘old’ male mice with low-dose CQ (3.5 mg/kg) twice a week. Remarkably, compared with the saline-treated group, CQ treatment inhibited glycolysis, lowered serum lactate level, and attenuated body weight decline (Figure 5i and Figure 5—figure supplement 1g–h), implicating potential benefits of CQ in physiologically aged mice. Generally, these data demonstrate a lifespan-extending benefit of ATM activation by CQ.

## Discussion

DNA damage accumulates with age, and defective DDR and DNA repair accelerates aging. However, whether boosting DNA repair machinery promotes healthiness and longevity is still unknown. DNA damage stimulates DDR, but if persistent, it instead leads to senescence. Therefore, if enhancing DDR efficacy possibly promotes longevity, it must be DNA damage free. The antimalarial drug CQ can intercalate into the internucleosomal regions of chromatin, unwind DNA helical twist, and thus activate ATM without causing any DNA damage (Bakkenist and Kastan, 2003; Krajewski, 1995). We demonstrate that long-term treatment with CQ activates ATM, improves DNA repair, restores age-related metabolic shift, alleviates cellular senescence, and extends lifespan of nematodes and *Zmpste24* null mice. Mechanistically, ATM phosphorylates the longevity gene SIRT6 (Tasselli et al., 2017), and prevents MDM2-mediated ubiquitination and proteasomal degradation of SIRT6. To our knowledge, this is the first study to establish direct causal links between robust DNA repair machinery and longevity. In support of this notion, DNA repair efficacy has been shown to be enhanced in long-lived naked mole rat (MacRae et al., 2015), and human longevity has been shown to be associated with single nucleotide polymorphisms (SNPs) in DNA repair genes/pathways (Debrabant et al., 2014; Soerensen et al., 2012). Interestingly, the heterozygous rather than homozygous status of a SNP, albeit both enhance the transcription of *ATM*, is associated with longevity in Chinese and Italian populations (Chen et al., 2010; Piaceri et al., 2013). Therefore, in future study, it would be worthwhile evaluating whether *Atm* can promote longevity in model organisms, and, if so, how many extra copies are required.

Accumulation of DNA damage and metabolic disturbance are common denominators of aging (López-Otín et al., 2013; Moskalev et al., 2013). Metabolic reprogramming from the TCA cycle to glycolysis is prominent in both physiological and pathological aging (Feng et al., 2016; Shimizu et al., 2014). Why senescent cells become glycolytic is poorly understood. The crosstalk between cellular metabolism and DDR is not well elucidated. Upon genotoxic stress, ATM represses the rapamycin-sensitive mammalian target of the rapamycin (mTORC1) pathway (Alexander et al., 2010), but activates the pentose phosphate pathway (PPP) (Cosentino et al., 2011), suggesting that cell metabolism may be key downstream of DDR signaling. Moreover, it is recognized that deficiency in DNA repair machinery such as ATM, WRN, and Ercc1, accelerates aging and causes severe metabolic disorders (Garinis et al., 2008; White and Vijg, 2016). In this study, we showed that boosting ATM activity using a low dose of CQ enhances genomic stability, attenuates age-onset metabolic reprogramming, alleviates senescence, and extends lifespan in mice. The data demonstrate for the first time that enhanced DNA repair machinery (ATM-SIRT6 axis) promotes longevity. Considering that ATM and SIRT6 function not only in maintenance of genome integrity but also as homeostatic protein modifiers, the pro-longevity role of ATM is most likely benefited from enhanced DNA repair and metabolic homeostasis, but it is difficult to determine which is more important.

Recently, Bohr’s group identified that increased consumption of NAD^+^ by an early DDR factor poly (ADP-ribose) polymerase (PARP1), owing to accumulated DNA damage, accelerated aging in *Atm* mutant mice (Fang et al., 2016). NAD^+^ serves as a cofactor of sirtuins, including SIRT1 and SIRT6. Therefore, this work establishes a linear causal link between deficient DDR, DNA damage accumulation, consumption of NAD^+^, decline in sirtuin activity, and aging. Moreover, administration of nicotinamide mononucleotide or nicotinamide riboside ameliorates age-related function decline and extends lifespan in mice (Mills et al., 2016; Zhang et al., 2016). Here, we found that ATM decline during aging causes DNA damage accumulation and enhances glycolysis, both of which consume most of the NAD^+^, providing an explanation for the low NAD^+^ level in *Atm-/-* mice and physiologically aged mice.

Closely resembling normal aging, HGPS has attracted numerous efforts in understanding of molecular mechanisms and developing therapeutic strategies (De Sandre-Giovannoli et al., 2003; Eriksson et al., 2003). We and others have found that HGPS and *Zmpste24* null cells undergo premature senescence because of defective chromatin remodeling (Ghosh et al., 2015; Krishnan et al., 2011; Liu et al., 2013a; Liu et al., 2013b), delayed DDR, and impaired DNA repair (Liu et al., 2005; Liu et al., 2013b; Varela et al., 2005). Specifically, Atm-Kap-1 signaling is compromised (Liu et al., 2013a), and SIRT6 protein level and deacetylase activity are reduced in progeria cells (Endisha et al., 2015; Ghosh et al., 2015). Here we showed that Atm is significantly downregulated, which explains the reduced SIRT6, delayed DDR, and metabolic shift in progeria cells and mice. It would be interesting to investigate whether ectopic *Atm* or *Sirt6* could rescue progeroid features in these mice. Nevertheless, the activation of ATM via CQ remarkably improves glucose homeostasis, DNA damage clearance, and running endurance, and extends lifespan in progeria mice. It would be worthwhile evaluating the pro-longevity benefits of CQ in physiological aging.

CQ is an FDA-approved and clinically used medicine for treatment of malaria (2015). Via activation of ATM, long-term treatment of CQ protects against atherosclerosis, improves insulin sensitivity, and rescues glucose tolerance in type 2 diabetes (T2D) (Emami et al., 1999; Razani et al., 2010; Schneider et al., 2006). The lysosomotropic property of CQ also makes it a potent inhibitor of autophagy (Yang et al., 2013). The application of CQ for antimalarial treatment (500 mg/week, maximum 0.8 µM in plasma) and for cancer therapy (100–500 mg/day) (Kimura et al., 2013) is attributed to its inhibitory action on autophagy. Of note, CQ also the attenuates inflammatory response by inhibiting autophagy (Szatmári-Tóth et al., 2016; Whelan et al., 2017; Wu et al., 2018), requiring a high dosage of 50 mg/kg for mice. In the current study, we used a low dose of CQ to activate ATM, i.e. 1–10 μM for cell line and 3.5 mg/kg twice a week for mice (Schneider et al., 2006). The results showed that at such low doses, CQ has no toxicity and little effect on basal autophagic activity. Moreover, a low dose of CQ prolongs lifespan in progeroid mice, but exhibits little effect on *Atm* KO background, supporting an ATM-dependent pro-longevity function of CQ. Unfortunately, we could not test the CQ effect in *Sirt6-/-* mice with only 1-month lifespan (Mostoslavsky et al., 2006b). Here, we addressed the pro-longevity benefits of CQ-activated ATM, most likely attributable to improved DNA repair and glucose metabolism. Given that ATM also displays anti-inflammatory function (Erttmann et al., 2017; Shoelson, 2006), we could not rule out an anti-inflammatory effect in lifespan extension observed in CQ-treated mice.

In conclusion, our data establish direct causal links between robust DNA repair machinery and longevity. In line with DNA damage theory of aging, we propose that DNA damage activates DDR; however, its constant activation causes senescence; defective ATM-SIRT6 axis underlies premature aging, exemplified by HGPS and A-T mouse models, which are rescued by treatment of CQ and *Sirt6* transgene, respectively; in physiological aging, DNA damage-free activation of ATM by CQ stabilizes SIRT6, thus promoting longevity in nematodes and most likely also in mice (Figure 5—figure supplement 2). Our findings provide a novel therapeutic strategy for HGPS, and could facilitate clinical trials of CQ as an effective treatment for age-related diseases.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (human)	ATM	National Center for Biotechnology Information	Gene ID: 472	
Gene (mouse)	Atm	National Center for Biotechnology Information	Gene ID: 11920	
Gene (*Caenorhabditis elegans*)	atm-1	National Center for Biotechnology Information	Gene ID: 3565793	
Gene (human)	SIRT6	National Center for Biotechnology Information	Gene ID: 51548	
Gene (mouse)	Sirt6	National Center for Biotechnology Information	Gene ID: 50721	
Gene (*Caenorhabditis elegans*)	sir-2.4	National Center for Biotechnology Information	Gene ID: 182284	
Gene (mouse)	Zmpste24	National Center for Biotechnology Information	Gene ID: 230709	
Gene (mouse)	p53	National Center for Biotechnology Information	Gene ID: 230710	
Cell line (human)	HEK293	ATCC	Catalog number: ATCC CRL-1573; RRID:CVCL_0042	
Cell line (human)	HepG2	ATCC	Catalog number: ATCC HB-8065; RRID:CVCL_0027	
Cell line (human)	U2OS	ATCC	Catalog number: ATCC HTB-96; RRID:CVCL_0042	
Cell line (mouse)	*Atm-/-; p53-/-* MEF	from Dr. Yosef Shiloh (Tel Aviv University, Israel)		
Cell line (mouse)	*Sirt6-/- MEF*	from Dr. Raul Mostoslavsky (Massachusetts General Hospital Cancer center, USA)		
Antibody	ATM	Abcam (Cambridge, UK)	Cat# ab78; RRID:AB_306089	Applications: WB;Immunofluorescence
Antibody	SIRT6	Abcam (Cambridge, UK)	Cat# ab62739; RRID:AB_956300	Applications: WB; Immunofluoresce;Chromatin immunoprecipitation
Antibody	γH2AX	Abcam (Cambridge, UK)	Cat# ab81299; RRID:AB_1640564	Applications: WB
Antibody	p21	Santa Cruz Biotechnology	Cat# sc-6246; RRID:AB_628073	Applications: WB
Antibody	MDM2	Santa Cruz Biotechnology	Cat# sc-965; RRID:AB_627920	Applications: WB
Antibody	p-ATM (Ser1981)	EMD Millipore	Cat# 05–740; RRID:AB_309954	Applications: WB
Antibody	H3K9ac	EMD Millipore	Cat# 07–352; RRID:AB_310544	Applications: WB; Chromatin immunoprecipitation
Antibody	p-S/T Q	Cell Signaling Technology (Beverly, MA)	Cat #9607S; RRID:AB_10889739	Applications: WB
Antibody	cleaved caspase-3	Cell Signaling Technology (Beverly, MA)	Cat #9661; RRID:AB_2341188	Applications: WB
Antibody	HA	Sigma-Aldrich	Cat# H3663; RRID:AB_262051	Applications: WB
Antibody	Flag	Sigma-Aldrich	Cat# F1804; RRID: AB_262044	Applications: WB
Antibody	LC3B	Sigma-Aldrich	Cat# L7543; RRID:AB_796155	Applications: WB
Transfected construct (human)	Flag-His-ATM wt	Addgene (Cambridge, MA)	Cat #31985	
Transfected construct (human)	Flag-SIRT6	Addgene (Cambridge, MA)	Cat #13817	
Transfected construct (human)	Flag-His-ATM S1981A	Addgene (Cambridge, MA)	Cat #32300	
Commercial assay or kit	Senescence beta- galactosidase staining Kit	Cell Signaling Technology (Beverly, MA)	Cat #9860	
Commercial assay or kit	Lactate Colorimetric Assay Kit	BioVision	Cat #K667-100	
Commercial assay or kit	Click-iT EdU Alexa Fluor 488 Kit	Invitrogen	Cat #C10425	
Chemical compound, drug	Cycloheximide	Sigma-Aldrich	Cat #66-81-9	
Chemical compound, drug	MG-132	Sigma-Aldrich	Cat #474787	
Chemical compound, drug	Chloroquine	Sigma-Aldrich	Cat #C6628	

### Mice

*Zmpste24-/-* mice and *Atm-/-* mice have been described previously (Barlow et al., 1996; Pendás et al., 2002). *Sirt6*-transgenic mice (*Sirt6*-tg) of C57BL/6J background were constructed by injecting cloned mSirt6 cDNA with CAG promoter into fertilized eggs. Primers for genotyping of *Sirt6* transgenic allele were as follows: forward: 5’-CTGGTTATTGTGCTGTCTCATCAT-3’; reverse: 5’-CCGTCTACGTTCTGGCTGAC-3’. *Atm-/-* mice were crossed to *Sirt6*-tg mice to get *Atm-/-;Sirt6*-tg mice. Chloroquine (CQ) experiments were conducted as described (Schneider et al., 2006). Briefly, 12-month-old wild-type C57BL/6J male mice, 2-month-old *Zmpste24-/-*, and *Atm-/-* male mice were administered with CQ (Sigma, St. Louis, MO) in 0.9% saline twice per week at 7 mg/kg body weight, and the control group was treated with saline alone. At least 8 weeks after treatment of CQ, mice were subjected to functional tests. Body weight and lifespan was recorded. The survival rate was analyzed using the Kaplan–Meier method and statistical comparison was performed using the Log-rank Test. Mice were housed and handled in the laboratory animal research center of Shenzhen University. All experiments were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee (IACUC). The protocols were approved by the Animal Welfare and Research Ethics Committee of Shenzhen University (Approval ID: 201412023).

### *C. elegans* survival assay

*C. elegans* nematode survival assay was performed according to standard protocols (Kenyon et al., 1993). Briefly, wild-type and *atm-1* null nematodes (100 to 150 per group) synchronized to prefertile young adult stage were exposed to NGM plates containing the indicated dosage of CQ. After 1-day incubation, animals were transferred to fresh incubation plates without CQ for another 2 days. This procedure was repeated every 3 days. Nematodes that showed no response to gentle stimulation were recorded as dead. The survival data were analyzed using the Kaplan–Meier method and statistical comparison was performed using the Log-rank Test.

### Cell lines

HEK293 (CRL-1573), HepG2 (HB-8065), and U2OS (HTB-96) cells were purchased from ATCC. Human skin fibroblasts HSFs (F2-S) and primary MEFs were prepared as described previously (Liu et al., 2005). Immortalized *Atm-/-; p53-/-* and *Sirt6-/-* MEFs were provided as a kind gift from Dr. Yosef Shiloh (Tel Aviv University, Israel) and Dr. Raul Mostoslavsky (Massachusetts General Hospital Cancer center, USA), respectively. These cell lines were authenticated by short tandem repeat (STR) profile analysis and genotyping, and were mycoplasma free. Cells were cultured in Gibco DMEM (Life Technologies, USA) with 10% fetal bovine serum (FBS), 100 U/ml penicillin and streptomycin (P/S) at 37°C in 5% CO_2_ and atmospheric oxygen conditions. For CQ experiments, cells were maintained in the medium containing 1 μM chloroquine for 12 hr, and then grown in new fresh medium for 48 hr.

### Plasmids

Human Flag-SIRT6, pcDNA3.1 Flag-ATM, Flag-ATM S1981A, and pcDNA3 human MDM2 were all purchased from Addgene (Cambridge, MA). Flag-SIRT6 with amino acid substitution mutations (S112A, S112D, K346R/K349R) were generated by PCR-based mutagenesis using pcDNA3-Flag-SIRT6 as a template and a QuikChange II site-directed mutagenesis kit (Agilent Technologies), following the manufacturer’s instructions. Primer sequences for amino acid mutations of SIRT6 were as follows: SIRT6 S112A: (forward) 5'-cgtccacgttctgggcgaccaggaagcgga-3', (reverse) 5’-tccgcttcctggtcgcccagaacgtggacg-3’; SIRT6 S112D: (forward) 5'-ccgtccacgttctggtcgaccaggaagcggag-3', (reverse) 5'-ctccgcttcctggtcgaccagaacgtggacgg-3'; SIRT6 K346R: (forward) 5'-ggccttcacccttctggggggtctgtg-3', (reverse) 5'-cacagaccccccagaagggtgaaggcc-3'; SIRT6 K349R: (forward) 5'-gccttggccctcacccttttggggggt-3', (reverse) 5'-accccccaaaagggtgagggccaaggc-3. HA-tagged human SIRT6 plasmid was amplified from the respective cDNAs and constructed into pKH3-HA vector. To express four truncated forms of SIRT6 protein, HA-SIRT6 plasmid as a template was constructed by PCR-based deletion.

### Protein extraction and western blotting

For whole cell protein extraction, cells were suspended in five volumes of suspension buffer (20 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1 mM DTT, protease inhibitor cocktail), and then five volumes of 2X SDS loading buffer were added and incubated at 98°C for 6 min. Mice tissues were homogenized with 1 ml of ice-cold tissue lysis buffer (25 mM TrisHCl, pH 7.5, 10 mM Na_3_VO_4_, 100 mM NaF, 50 mM Na_4_P_2_O_7_, 5 mM EGTA, 5 mM EDTA, 0.5% SDS, 1% NP-40, protease inhibitor cocktail). After homogenization and sonication, lysates were centrifuged at 16,000 g for 15 min. The clean supernatant was carefully transferred to new tubes. Protein concentrations were determined using a bicinchoninic acid (BCA) assay method (Pierce, Rockford, IL) and were normalized with lysis buffer for each sample. Samples were denatured in 1X SDS loading buffer by boiling at 98°C for 6 min. Proteins were separated by loading to SDS-polyacrylamide gels, and then were transferred to PVDF membrane (Millipore). The protein levels were determined by immunoblotting using respective antibodies. The ImageJ program was used for densitometric analysis of immunoblotting, and the quantification results were normalized to the loading control.

### Antibodies

Rabbit anti-SIRT6 (ab62739), ATM (ab78), SIRT1 (ab12193), γH2AX (ab81299), RAP80 (ab52893), Kap-1 (ab10484), and p-KAP-1 (Ser824, ab70369) antibodies were obtained from Abcam (Cambridge, UK). Anti-lamin A/C (sc-20681), p21 (sc-6246), MDM2 (sc-965), and P53 (sc-6243) antibodies were purchased from Santa Cruz Biotechnology. Rabbit anti-γH2AX (05–636), p-ATM (Ser1981) (05–740), histone H3 (07–690), anti-H3K56ac (07–677), and H3K9ac (07–352) antibodies were sourced from EMD Millipore. Mouse anti-p-ATM (Ser1981) (#5883), p-S/TQ (#9607), ubiquitin (#3936), and cleaved caspase-3 (#9661) antibodies were purchased from Cell Signaling Technology (Beverly, MA). Mouse anti- HA, Flag, rabbit anti-LC3B, and P62 antibodies were obtained from Sigma-Aldrich. Anti-Nbs1 (NB100-143) antibody was purchased from Novus Biologicals. Mouse anti-actin, tubulin antibodies were obtained from Beyotime. Anti-pS112 SIRT6 monoclonal antibodies were prepared by Abmart generated from a specific phosphorylated peptide (peptide sequence CLRFVS_P_QNV).

### Protein degradation assay

HEK293 cells (WT and ATM-deficient cells) were transfected with Flag-SIRT6 alone or together with Mdm2. 48 hr later, the cells were treated with 50 μg/ml of cycloheximide (CHX, Sigma-Aldrich), a translation inhibitor. For endogenous SIRT6 protein degradation assay, *ATM* wild-type and null MEFs were grown in 6 cm plates, and were treated with 50 mg/ml CHX for indicated time points. Cells were collected and the protein levels were determined by western blotting, the subsequent quantification was performed with ImageJ software.

### In vivo ubiquitination assay

In vivo ubiquitination assay was performed by transfecting HEK293 cells in 6 cm dishes with 1 μg Myc-ubiquitin, 2 μg Flag-SIRT6 or its mutations, and/or 1 μg MDM2 vector. 48 hr after transfection, cells were lysed in the buffer (25 mM Tris-HCl pH 8.0, 250 mM NaCl, 10 mM Na_3_VO_4_, 1 mM EDTA, 10% glycerol, protease inhibitor cocktail, and 0.1 mM phenylmethylsulphonyl fluoride), and then incubated with Flag-M2 beads (Sigma-Aldrich) overnight at 4°C. Beads were washed with lysis buffer three times, bound proteins were eluted by adding 1.5 × SDS loading buffer. The ubiquitin levels were analyzed by immunoblotting.

### In vitro kinase assay

HEK293T cells were transfected with 10 μg of FLAG-ATM and then treated with CPT. Activated ATM was immune-purified from the cell extracts with FLAG beads (Sigma, M8823). GST-SIRT6 or the S112A mutant was purified from bacteria. Kinase reactions were initiated by incubating purified ATM with GST-SIRT6 in the kinase buffer with or without 1 mM ATP for 120 min at 30°C. After reaction, proteins were blocked by SDS loading buffer. The membrane was then subjected to western blotting with antibodies against p-S/TQ.

### Immunoprecipitation

Cells under indicated treatments were totally lysed in lysis buffer containing 20 mM HEPES, pH 7.5, 150 mM NaCl, 10 mM Na_3_VO_4_, 10% glycerol, 2 mM EDTA, protease inhibitor cocktail, and 0.1 mM phenylmethylsulphonyl fluoride. After sonication and centrifugation, the supernatant was collected and incubated with H3K9ac (Millipore, 2 μg/sample) overnight at 4°C with a gentle rotation. Protein A/G agarose (Pierce, 10 μl/sample) were added to the tubes and rotated at 4°C for 2 hr. Beads were precipitated by centrifugation at 1000 g for 15 s and washed three times with cold lysis buffer. The pellet was resuspended in 1.5 × SDS loading buffer and incubated at 98°C for 6 min. The supernatants were collected and used for western blotting.

### GST pull-down assay

A series of GST fusion proteins of truncated ATM, which together spanned the full length of ATM, were constructed into pGEX4T-3 vector. For GST pull-down, bacterially expressed 6 × His tagged SIRT6 was separately incubated with various GST-ATM fragments in a buffer of 150 mM NaCl, 20 mM Tris-HCl [pH 7.5], 5 mM MgCl_2_, 0.2 mM EDTA, 10% glycerol, 0.2% NP-40, and protease inhibitors (Roche Complete). GST-fusion proteins were then precipitated by adding Glutathione Sepharose fast flow (GE Healthcare). After washing twice with TEN buffer (0.5% Nonidet P-40, 20 mM Tris-HCl [pH 7.4], 0.1 mM EDTA, and 300 mM NaCl), glutathione agarose beads were analyzed by western blotting and coomassie staining.

### RNA interference and shRNA lentiviral infection

Briefly, cells were transfected with small interfering RNAs (siRNAs) for 48 hr using Lipofectamine 3000 (Invitrogen, USA) according to the manufacturer’s instructions. The siRNAs targeting human *ATM*, *SIRT6*, and *HDM2* were purchased (GenePharma, China) with sequences as follows, si-*ATM*#1: 5’-AAUGUCUUUGAGUAGUAUGUU-3’ (Zhou et al., 2003); Si-*ATM*#2: 5’-AAGCACCAGUCCAGUAUUGGC-3’ (Zhang et al., 2005); si-*SIRT6*#1: 5’-AAGAAUGUGCCAAGUGUAAGA-3’; si-*SIRT6*#2: 5’-CCGGCTCTGCACCGTGGCTAA-3’; si*-HDM2*#1: 5’-AACGCCACAAATCTGATAGTA-3’; si*-HDM2*#2: 5’-AATGCCTCAATTCACATAGAT-3’. A scrambled siRNA sequence was used as control. Lentiviral shRNA constructs were generated in a pGLVH1 backbone (GenePharma, China), and virus was produced in HEK293 cells. To deplete ATM in HSF cells and SIRT6 in HepG2 cells, lentiviral infection was performed in the presence of 5 μg/ml polybrene. Two days later, the infected HSF cells or HepG2 cells were selected with 2 μg/ml puromycin. To downregulate sir-2.4 expression, the NL2099 worms were exposed to incubation plates containing HT115 bacteria with sir-2.4 RNAi vector.

### CRISPR/Cas9-mediated genome editing

Gene mutagenesis by the CRISPR/Cas9 system was conducted as described (Ran et al., 2013). The following gRNAs targeting human *ATM*, *SIRT6* were constructed in pX459 vector (Addgene, #48139). sg*ATM* F: 5’-CACCGATATGTGTTACGATGCCTTA-3’, R: 5’- AAACTAAGGCATCGTAACACATATC-3’. HEK293 cells were transfected with pX459 or pX459-gRNA using Lipofetamine 3000 Transfection Reagent according to the manufacturer's instructions. After 2-day culture, cells were selected with 2 μg/ml puromycin, six colonies were picked and grown to establish stable cell lines. The targeted mutations were identified by western blotting, and PCR-based sequencing.

### EdU (5-ethynyl-2’-deoxyuridine) incorporation assay

EdU incorporation assays were conducted in HSF cells to estimate cell proliferation using the Click-iT EdU Alexa Fluor 488 Kit (Invitrogen, USA). HSF cells, infected by the respective lentiviruses containing shNC and sh*ATM*, were cultured in a six-well plate containing the coverslips in the presence of 10 μM EdU for 12 hr. Cells were fixed in 3.7% formaldehyde followed by 0.5% Triton X-100 permeabilization, and then stained with Alexa Fluor picolyl azide. Five random views were captured to calculate the positive staining rate for each group.

### Growth curves and SA-β-gal assays

Cell population doublings were monitored using a Coulter Counter. SA-β-galactosidase assay in primary cells was performed using Senescence β-galactosidase staining Kit (#9860, CST) according to the manufacturer's instructions. Five views were captured randomly to calculate the positive staining rate for each group.

### RNA preparation and Real-Time qPCR

Total RNA was extracted from cells or mouse tissues using Trizol reagent RNAiso Plus (TaKaRa, Japan) following the phenol–chloroform extraction method. Purified total RNA was used to obtain cDNA using PrimeScript RT Master Mix (Takara, Japan) following this method: 37°C for 30 min, and 85°C for 5 s. The gene expression was analyzed with the CFX Connected Real-Time PCR Detection System (BioRad) with SYBR Ex Taq Premixes (Takara, Japan). Gene expression levels were normalized to actin.

### Glucose tolerance test

Mice were fasted overnight (6 p.m. to 9 a.m.), and D-glucose (2.5 g/kg body weight) was administrated intraperitoneally. Blood glucose levels were determined from tail vein blood using a glucometer (Onetouch ultravue, Johnson, USA) at 0, 30, 60, 90, and 120 min after D-glucose injection.

### Insulin tolerance test

Mice were fasted for 6 hr (8 a.m. to 2 p.m.), and recombinant human insulin (0.75 U/kg body weight) was administered intraperitoneally. Blood glucose levels were determined in tail vein blood using a glucometer (Onetouch ultravue, Johnson) at 0, 30, 60, 90, and 120 min after insulin injection.

### Lactate assay

Mouse serum was five-fold diluted, and lactate concentration was determined with the Lactate Colorimetric Assay Kit (BioVision).

### Endurance running test

*Zmpste24-/-* mice were treated for 8 weeks with chloroquine or saline before running on a Rota-Rod Treadmill (YLS-4C, Jinan Yiyan Scientific Research Company, Shandong, China) to test the effect of chloroquine on fatigue resistance. Mice were placed on the rotating lane, and the speed was gradually increased to 10 r/min. When mice were exhausted and safely dropped from the rotating lane, the time latency to fall was automatically recorded.

### Metabolite analysis

Wild-type and *ATM* KO cells were grown in normal medium for 24 hr, and methanol-fixed cell pellets were analyzed by a two liquid chromatography-tandem mass spectrometry (LC-MS) method as described (Luo et al., 2007).

### Immunofluorescence microscopy

The cells were fixed using 4% paraformaldehyde at room temperature for 15 min, permeabilized by 0.5% Triton X-100 at room temperature for 10 min, blocked using 10% FBS/PBS, and then incubated with primary antibodies diluted in PBS containing 2% BSA overnight at 4°C. The primary antibodies were detected using an Alexa-488-conjugated anti-mouse secondary antibody (Invitrogen). The nuclei were stained using DAPI in anti-fade mounting medium. Images were captured using a Zeiss LSM880 confocal/multiphoton microscope.

### ChIP assay

Cells were fixed in 1% formaldehyde for 10 min at room temperature. The crosslinking reaction was quenched with 0.125 M glycine. After washing with PBS, cells were lysed with lysis buffer (50 mM Tris·HCl pH 8.0, 2 mM EDTA, 15 mM NaCl, 1% SDS, 0.5% deoxycholate, protease inhibitor cocktail, 1 mM PMSF), followed by sonication and centrifugation. The supernatant was collected and precleared in dilution buffer (50 mM Tris-HCl pH 8.0, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100) with protein A/G Sepharose and pre-treated salmon DNA. The precleared samples were incubated overnight with H3K9ac antibody (2 μg/sample, Millipore) or appropriate control IgGs (Santa Cruz), and protein A/G Sepharose (Invitrogen). After washing sequentially with a series of buffers, the beads were heated at 65°C to reverse the crosslink. DNA fragments were purified and analyzed. Real-time PCR was performed with primers as described (Zhong et al., 2010):

LDHB-ChIP-5’: AGAGAGAGCGCTTCGCATAG

LDHB-ChIP-3’: GGCTGGATGAGACAAAGAGC

ALDOC-ChIP-5’: AAGTGGGGCACTGTTAGGTG

ALDOC-ChIP-3’: GTTGGGGATTAAGCCTGGTT

PFKM-ChIP-5’: TTAAGACAAAGCCTGGCACA

PFKM-ChIP-3’: CAACCACAGCAATTGACCAC

LDHA-ChIP-5’: AGGGGGTGTGTGAAAACAAG

LDHA-ChIP-3’: ATGGCTTGCCAGCTTACATC

LDHA-ChIP-1Kb-5’: TGCAAGACAAGTGTCCCTGT

LDHA-ChIP-1Kb-3’: GAGGGAATGAAGCTCACAGC

### Statistical analysis

Statistical analyses were conducted using two-tailed Student's *t*-test between two groups. All data are presented as mean ± S.D. or mean ± S.E.M. as indicated, and a *p* value < 0.05 was considered statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

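RNA-Seq data of 9 MEF samples were used: 3 WT, 3 *Atm-/-* and 3 *Sirt6-/-*. The sample labels describe oligo(dT) selection of mRNA and Illumina libraries. For each sample the authors deposited the read count of 24341 genes, listed by symbol, with a transcript length and RefSeq transcript accessions. These counts are whole numbers without normalization. The authors also deposited RPKM, which they made from the same counts by dividing by the listed length and by one read total per sample. The aligner, counting tool, genome build and annotation are not named in the paper's text. All other experiments of the paper (q-PCR, metabolomics, ChIP, immunoblots, human cells and animals) were not analysed here.

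The tests start from the counts. Each pair of genotypes was fitted separately with edgeR 4.0.16 in R 4.3.3: filterByExpr by genotype, TMM normalization, glmQLFit with a prior count of 0.125, glmQLFTest, and Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were computed from the test's F statistic. Fold changes of genes with no or few reads in one genotype depend on the prior count. Gene lists were tested with the camera function of limma 3.58.1 on voom values with an inter-gene correlation of 0.01, and the p-values of the 10 lists of each comparison were adjusted with the Benjamini-Hochberg method. The core glycolysis list was written before the data were examined. RPKM were used only for group means and for comparison with the paper's tables.

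The genes named are *Atm*, *Sirt6*, the genes of both heatmaps, genes the paper names, genes of a list that a passage or test is about, and for each comparison with WT the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM of at least 3 and no overlap between the samples. The rule was set before the data were examined. Gene positions come from GENCODE M21 on GRCm38, which may not be the authors' build; 98.4% of the listed genes were matched to it.

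The procedure was tested on simulated counts drawn for the real genes. Of 200 genes with a set fold change, the quasi-likelihood test recovered 196 with 8 false calls, and the DESeq2 Wald test 190 with 11. These genes were well counted and changed 2-fold, equally many up and down, with a common dispersion and all other genes unchanged. In the real data 68.4% of tested genes differed in *Atm-/-* and 76.6% in *Sirt6-/-*. The simulation therefore does not test TMM under such broad change, or the recovery of smaller changes. In simulated counts drawn independently for each gene, 0 of 100 random gene lists had a camera p under 0.05; this does not test camera on genes that vary together.

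Samples had between 32187040 and 33837949 counted reads, so 3 counts correspond to 0.0887 to 0.0932 CPM. No pair of samples held identical counts, and the chi-square per gene between samples of one genotype was 5.24 to 16.4, above counting noise. The 9 were counted as separate samples, as the labels list them; the counts cannot show whether the samples of one genotype come from separate cultures or embryos, and the paper's text does not say. The labels give no sequencing batch or date. The alternatives, all set before the data were examined, were DESeq2 size factors, library totals without TMM, a stricter and no filter on low counts, all 9 samples in one fit, the replicate number as a block, each sample left out in turn, the DESeq2 1.42.0 Wald test with its own filtering, edgeR's exact test, a 2-fold threshold, a longer glycolysis list, an estimated inter-gene correlation, a prior count of 2, Pearson's correlation, and WT samples split between the comparisons. The paper's tables of fold changes were used for the 1998 genes that could be read in each; the other rows were not used here.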

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

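The tests of normalization and of labelling in this part were chosen after the result had been seen.

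*Atm* RNA, which the paper's text does not discuss in these samples, was higher in *Atm-/-* than in WT MEFs: 3768, 3564 and 3443 reads against 1536, 1617 and 1627, a log2 fold change of 1.04 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 5.9e-10), higher in 3 of 3 samples. It was also higher in *Sirt6-/-* than in WT (log2 fold change 0.46, adjusted p = 3.3e-05). With library totals in place of TMM the log2 fold change in *Atm-/-* was 1.20, so normalization does not explain it. The 9 tested genes within 1 Mb of *Atm* had a median log2 fold change of -0.39, at percentile 9.8 of windows around other genes, which goes against a gain of the region. The log2 RPKM of the *Atm-/-* samples had a Pearson r of 1.00 with the knockout column of the paper's table. That shows that the knockout column was made from these samples, but a label wrong at the source for all 3 would give the same value, so that remains open. A single mislabelled sample is not what the data show, since the *Atm-/-* samples had a Pearson r of 0.9961 to 0.9965 with each other and at most 0.9171 with samples of the other genotypes. Whether the targeted allele leaves a transcript that is counted was not tested, since gene counts do not resolve exons.

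Of the 16 genes of the 2 heatmaps that could be tested, 11 differed between *Atm-/-* and *Sirt6-/-* when the knockouts were compared directly (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 10 with the replicate number as a block. Since both are compared with the same WT samples, this tests the difference between their effects. The log2 differences, *Atm-/-* minus *Sirt6-/-*, were 0.40 for *Slc2a1*, -2.37 for *Ldhb*, -1.22 for *Pdk1*, -1.30 for *Mgat4a*, 0.75 for *Hk2*, 1.38 for *Bpgm*, 0.34 for *Aldoa*, 0.32 for *Aldh3a1*, 6.72 for *Aldh1a2*, 2.62 for *Aldoc* and -2.02 for *Pdk2*. The difference in *Aldh3a1* (adjusted p = 0.0390) was not significant with the block (adjusted p = 0.0502) or with some samples left out (largest adjusted p = 0.117). Against WT, *Pdk1* (-0.23 and 1.00), *Pdk2* (-0.82 and 1.22) and *Hk2* (0.33 and -0.41) changed significantly in opposite directions. Under the alternatives that were run, library totals included, these 3 genes kept their directions, although *Pdk1* in *Atm-/-* was not significant with library totals (log2 fold change -0.07) or with some samples left out (largest adjusted p = 0.111). The paper's methods list a MEF line lacking *Atm* and p53 and a *Sirt6-/-* MEF line, from separate laboratories. If these were sequenced, genotype and cell line cannot be told apart. Positional differences were tested with Hox genes only for each knockout against WT (Fisher's exact test, two-sided p = 1.5e-12 for *Atm-/-* and 6.6e-04 for *Sirt6-/-*). That test counts Hox genes as independent, so these p-values may overstate the evidence. Between the knockouts positional differences were not tested, and they remain as an explanation.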

How the results depend on the processing

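The 3 counts of differentially expressed genes stayed within 1.5 times their reported values under each alternative set before the data were examined, except the 2-fold threshold. That threshold left 2983 genes between *Atm-/-* and WT, 3872 between *Sirt6-/-* and WT and 3433 between *Atm-/-* and *Sirt6-/-*. Library totals in place of TMM changed the balance of directions, to 6156 genes higher and 3326 lower in *Atm-/-* and to 5796 and 4317 in *Sirt6-/-*. Between the knockouts they gave 5549 genes higher and 4679 lower in *Atm-/-* than in *Sirt6-/-*. The numbers of heatmap genes significantly higher also stayed within 1.5 times.

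The core glycolytic genes as a list did not differ significantly from other genes in either knockout under any of the alternatives run, including each sample left out in turn. In *Atm-/-* their mean log2 fold change stayed positive, and in *Sirt6-/-* it was positive except with the longer list of genes, where it was -0.038; the cause was not tested. The median of the core genes in *Sirt6-/-* was -0.12, and camera ranked the list lower than other genes, not significantly. Estimating the inter-gene correlation from the samples raised the camera p of the core list in both knockouts; the other lists, the heatmap genes included, were tested only at the preset correlation of 0.01.

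The Spearman rho between the knockouts' log2 fold changes moved by more than 1 SD of the fits that each left out a sample under some alternatives. It was 0.505 with at least 10 counts in every sample, 0.510 without a filter, 0.504 with no WT sample shared, and 0.513 to 0.535 across the fits that each left out a sample. Pearson's correlation was 0.576.

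Of the 1378 combinations of a named gene's log2 fold change and an alternative (93 log2 fold changes), 1330 kept the direction and the side of the threshold, 24 were weaker, 11 stronger and 13 reversed. The weaker ones concerned *Pdk1*, *Pdk3*, *Sirt6*, *Tpi1*, *Eno2* and *Pkm* in *Atm-/-*, *Bpgm* in *Sirt6-/-*, and *Aldh3a1* between the knockouts. The stronger ones concerned *Aldoa*, *Pgk1* and *Pgam1* in *Atm-/-* and *Hk1* and *Pgam2* between the knockouts. The reversed ones concerned genes without a significant difference. *Aldoc* in *Sirt6-/-* was -0.035 with the replicate block and from -0.29 to 0.39 across the 6 fits that each left out a sample. With library totals in place of TMM, *Tpi1* in *Sirt6-/-* was 0.038, and between the knockouts *Ldha* was 0.035 and *Pfkm* 0.023. Across fits that each left out a sample, *Tpi1* in *Sirt6-/-* ranged from -0.11 to 9.5e-05, and between the knockouts *Ldha* from -0.055 to 0.0091, *Pfkm* from -0.085 to 0.020 and *Pdk3* from -0.011 to 0.049. The causes were not tested. At these depths *Slc2a4* has too few reads for its direction to be tested.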

Differences from the paper's values

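In the table of genes that differ between *Atm-/-* and WT (Figure 2—source data 1), the WT mean RPKM of 8 named genes differed by more than 1.5 times, and by more than the replicate SD, from the mean of the 3 WT samples: 0.0404 here and 0.115 as the paper's value for *Aldh3a1*, 73.3 here and 159 as the paper's value for *Cdkn2a*, 149 here and 88.9 as the paper's value for *Gpi1*, 14.2 here and 8.93 as the paper's value for *Hk2*, 6.15 here and 3.97 as the paper's value for *Ldhb*, 36.5 here and 19.6 as the paper's value for *Pdk3*, 18.996 here and 2.88 as the paper's value for *Pfkp* and 0.00273 here and 0.0902 as the paper's value for *Slc14a1*. RPKM were taken from the deposited values without further processing, so none of the alternatives set before the data were examined applies to these means or closes the gap.

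The log2 fold change in *Atm-/-* was 6.61 here and 5.25 as the paper's value for *Aldh3a1*, 1.59 here and 0.59 as the paper's value for *Cdkn2a*, -0.32 here and 0.55 as the paper's value for *Gpi1*, 0.33 here and 1.12 as the paper's value for *Hk2*, 2.54 here and 3.29 as the paper's value for *Ldhb*, -0.27 here and 0.75 as the paper's value for *Pdk3*, -1.03 here and 1.81 as the paper's value for *Pfkp* and 10.27 here and 5.75 as the paper's value for *Slc14a1*. For these genes none of the alternatives set before the data were examined closed the gap. *Gpi1*, *Pdk3* and *Pfkp* have opposite signs here and in the paper's table.

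For *Aldh1a2* the log2 fold change was 7.03 here and the paper's value is 7.64; it came within the error of the paper's value with library totals in place of TMM (7.18), without *Atm-/-* replicate 1 (7.17) and with the DESeq2 Wald test (7.20), and not with the other alternatives set before the data were examined. *Eno1* had -0.46 here against the paper's -0.54, and only the fit without WT replicate 1 (-0.50) closed the gap; the paper's WT mean RPKM of *Eno1*, 309, also lies outside the 269 ± 13.2 (SD, n = 3) here, by less than 1.5 times. *Foxa2* had 10.01 here against the paper's 9.23. The fits without WT replicate 1 (9.50) and without WT replicate 3 (9.51) closed the gap. So did the DESeq2 Wald test (10.26), which has a larger error, while the other alternatives did not. The paper's WT column had a Pearson r of 0.742 with the WT samples here. Closing a gap in this way therefore does not show its cause for any of these genes.

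The paper states that glycolytic pathways are upregulated in *Atm-/-* MEFs. The core glycolytic genes as a list had an adjusted p = 0.439 (limma's camera method) and a mean log2 fold change of 0.34 here. The WT column of the paper's *Atm* table had a Pearson r of 0.742 with the WT samples used here, so the controls may differ. The genes of the heatmaps, which the paper chose, were higher as lists in *Atm-/-* by the same method, with an adjusted p = 0.00809 for those of Figure 2c and 0.0347 for those of Figure 2—figure supplement 2a, of which 7 of 10 tested genes were significantly higher. Figure 2c shows *Pdk1*, *Pdk3* and *Aldoa* higher in *Atm-/-* than in WT, and their log2 fold changes here were -0.23, -0.27 and 0.04. The heatmap is in RPKM. *Aldoa* was significantly higher in *Atm-/-* with library totals in place of TMM (log2 fold change 0.20, adjusted p = 4.2e-04 by edgeR's quasi-likelihood test), with 509 ± 15.4 against 444 ± 7.12 RPKM (mean ± SD), while *Pdk1* and *Pdk3* had log2 fold changes of -0.07 and -0.10. In that heatmap *Pfkm* overlaps between the genotypes, and its log2 fold change here was 0.27 with no overlap. For the table of *Sirt6-/-* (Figure 2—source data 3), no named gene differed among the 1998 genes that could be read. Named genes outside those were not compared.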

Other observations

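The tests chosen only after a result had been seen are those of normalization, of labelling, of p53 targets and of library size, those that compare the paper's WT column with normalization or with the other genotypes, and those of the TCA cycle genes.

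Each comparison of 6 samples was repeated for all 10 splits of its samples into 3 and 3, of which 4 part all same-numbered pairs, the real one included, and 6 part a single same-numbered pair. As many differentially expressed genes were found in 1 of the 4 splits for *Atm-/-* against WT, 1 of 4 for *Sirt6-/-* against WT and 1 of 4 for *Atm-/-* against *Sirt6-/-*. The other 9 splits gave 0 such genes, with 14 to 67, 8 to 37 and 9 to 30 genes at an unadjusted p under 0.05. As many heatmap genes were significantly higher in 1 of the 4 splits for each knockout. The core glycolytic list gave as small a camera p in 2 of the 4 splits for *Atm-/-* and in 4 of the 4 for *Sirt6-/-*. With 3 samples per group these shares cannot fall under 0.05, so they do not rule out a grouping by chance. Each of the other splits also mixes the genotypes within its groups, which raises the spread there. Samples of one genotype had a Pearson r of 0.9948 to 0.9965 for log2 CPM, and samples of different genotypes 0.8415 to 0.9171. For the numbers of differentially expressed genes, these values argue against a grouping by chance.

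*Trp53* RNA was lower in *Atm-/-* than in WT (25.7 ± 2.26 against 219 ± 9.93 normalized CPM, log2 fold change -3.09, adjusted p = 3.0e-14 by edgeR's quasi-likelihood test, lower in 3 of 3 samples) and higher in *Sirt6-/-* than in WT (log2 fold change 0.35). With library totals in place of TMM the log2 fold change in *Atm-/-* was -2.93. The 69 tested genes within 1 Mb had a median log2 fold change of 0.28, at percentile 85.9 of windows around other genes, which goes against a loss of the region. A wrong label on all 3 *Atm-/-* samples cannot be told apart, since the Pearson r of 1.00 with the paper's knockout column would then be found too. Of 19 tested genes that p53 is known to induce, 12 were significantly lower and 3 higher in *Atm-/-* (mean log2 fold change -1.00; limma's camera method, adjusted p = 0.00322). This is consistent with *Atm-/-* cells that are p53-deficient, but the same list was lower in *Sirt6-/-* (mean -0.69, adjusted p = 0.00428), where *Trp53* was not, so the list alone does not settle the p53 status of the cells. The paper's methods name an *Atm-/-* MEF line that also lacks p53, and its text does not say whether that line was sequenced.

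The WT column of the paper's *Atm* table had a Pearson r of 0.742 across 1998 genes with the WT samples' log2 RPKM, and at most 0.841 with any of the 9 samples (*Sirt6-/-* replicate 3), while the knockout column had 1.00 with the *Atm-/-* samples. Log2 fold changes had opposite signs in 760 of 1970 genes. Another normalization of the same WT samples would have left r near that of replicates, and so would a column holding another of the genotypes, so neither explains it. Whether the column may come from p53-null control cells could not be tested, since too few p53 target genes were among the 1998 genes that could be read. Of 20 such genes, 2 were among them, and 1 lay below the median difference of the genes read. No biological explanation was tested.

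Most tested genes differed between each knockout and WT. Total counts of the genotypes had a ratio of 1.02 for *Atm-/-* and 1.03 for *Sirt6-/-*, the 10 most abundant genes took a mean of 5.44% of the counts in WT, the higher mean of the genotypes in either comparison, and the larger Spearman rho of the log2 fold change with GC content or length was -0.0389 and 0.0295, so these do not explain it. Hox genes, which carry the position of a cell's origin, changed at least 4-fold in 22 of 34 cases in *Atm-/-* (64.7% against 12.4% of other genes; Fisher's exact test, two-sided p = 1.5e-12) and in 10 of 21 in *Sirt6-/-* (47.6% against 15.9%, exact p = 6.6e-04). Hox genes were not matched to other genes on expression level, which could raise their share. Fisher's test also counts them as independent, while neighbouring Hox genes may share regulation, so its p-values may overstate the evidence. The medians of the log2 fold change of 20 chromosomes spread more than in each of 1000 shuffles of chromosome labels over genes (permutation p = 0.00100 in both comparisons, the smallest that the shuffles can give), from -0.44 on chromosome 16 to 0.40 on chromosome 13 in *Atm-/-* and from -0.46 on chromosome 1 to 0.34 on chromosome 19 in *Sirt6-/-*. Neighbouring genes with shared regulation could also widen that spread. Differences between cell lines in origin or in chromosome number remain as candidate explanations, beside the genotype itself, and cannot be told apart from it here.

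The log2 fold changes of both knockouts correlated across genes. With no WT sample shared, the mean Spearman rho was 0.504 against 0.524, so noise in the shared samples does not explain it. The split samples are all from the same WT group, so the split cannot test whether that group differs from both knockouts. With the paper's WT column in place of the WT samples for *Atm-/-*, rho over 1979 genes was -0.281 against 0.513 with the WT samples. WT cells that differ from both knockout lines in ways unrelated to the genes knocked out could give this change of sign. However, only 1998 genes of the table could be read, and these may be the genes most different from that column. The column is also closest to the *Sirt6-/-* samples. Genes are not independent replicates.

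Genes of TCA cycle enzymes were lower as a list in *Sirt6-/-* (13 of 18 significantly lower and 1 higher, mean log2 fold change -0.32, adjusted p = 0.00656 by limma's camera method) and not in *Atm-/-* (7 lower, 5 higher, mean -0.06, adjusted p = 0.484); the difference between the knockouts was not tested. It may reflect the genotype or the cell line.

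*Sirt1* RNA was higher in *Atm-/-* (log2 fold change 1.40) and in *Sirt6-/-* (1.10) than in WT. *Sirt6* RNA fell by 0.35 on the log2 scale in *Atm-/-* (adjusted p = 0.0131 by edgeR's quasi-likelihood test), and was not significantly lower with library totals or with some samples left out. The Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* had log2 fold changes of -1.84, -1.19, -1.10 and -0.75 in *Atm-/-* and -1.32, -0.19, -0.53 and -0.71 in *Sirt6-/-*. In *Sirt6-/-*, *Kdm5d* was not significantly lower (adjusted p = 0.0506 by edgeR's quasi-likelihood test). With the replicate number as a block it was (adjusted p = 0.0347 by the same test). Of 10 fibroblast marker genes, 8 were significantly lower and 2 higher in *Atm-/-*, and 6 lower and 4 higher in *Sirt6-/-*. No explanation was tested for these values.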
